# EZH2 Dynamically Associates With Non-coding RNAs in Mouse Hearts After Acute Angiotensin II Treatment

**DOI:** 10.3389/fcvm.2021.585691

**Published:** 2021-02-25

**Authors:** Shun Wang, Ningning Guo, Shuangling Li, Yuan He, Di Zheng, Lili Li, Zhihua Wang

**Keywords:** epigenetics, EZH2, long non-coding RNAs, small nucleolar RNAs, RIP-Seq

## Abstract

Enhancer of zeste 2 (EZH2) governs gene reprogramming during cardiac hypertrophy through epigenetic remodeling, a process regulated by numerous non-coding RNAs (ncRNAs). However, the dynamic interaction between EZH2 and ncRNAs upon hypertrophic stimulation remains elusive. Here we performed an unbiased profiling for EZH2-associated ncRNAs in mouse hearts treated with Angiotensin II (AngII) at different time points (0, 4, and 24 h). The interactions between EZH2 and long ncRNAs (lncRNAs), Chaer, Mirt1, Hotair, and H19, were validated by PCR. RIP-seq analysis identified a total of 126 ncRNAs to be significantly associated with EZH2. These ncRNAs covers all five categories including intergenic, antisense, intron-related, promoter-related and both antisense and promoter-related. According to their changing patterns after AngII treatment, these ncRNAs were clustered into four groups, constantly enhanced, transiently enhanced, constantly suppressed and transiently suppressed. Structural prediction showed that EZH2 bound to hairpin motifs in ncRNAs including snoRNAs. Interaction strength prediction and RNA pull-down assay confirmed the direct interaction between EZH2 and Snora33. Interestingly, two antisense lncRNAs of Malat1, Gm20417, and Gm37376, displayed different binding patterns from their host gene after AngII treatment, suggesting a crucial role of this genomic locus in modulating EZH2 behavior. Our findings reveal the profile of EZH2-associated ncRNAs upon hypertrophic stimulation, and imply a dynamic regulation of EZH2 function in cardiac hypertrophy.

## Introduction

In mammalians, only 1–2% of the genome is responsible for protein coding though 70–90% is transcriptionally active (1, 2). The vast majority of human DNA are transcribed into non-coding RNAs (ncRNAs) including long non-coding RNAs (lncRNAs) (2, 3). LncRNAs differ from short ncRNAs simply in length with 200-nt as the separatrix. Although once considered as junk RNAs, ncRNAs have recently been recognized as crucial regulatory molecules involved in a series of cellular processes, such as chromatin remodeling, genomic stability, transcription, post-transcriptional modifications and signal transduction (4, 5). There is an increasing interest to explore the role of ncRNAs in numerous human diseases including cardiovascular diseases.

The function of ncRNAs largely depends on their subcellular location (6). A number of nucleus-localizing lncRNAs have been found directly interacting with epigenetic modifiers and modulate gene expression in *cis* or *trans* manners (6–10). Enhancer of zeste 2 (EZH2), a subunit of polycomb repressive complex 2 (PRC2) catalyzing tri-methylation of histone H3 at lysine 27 (H3K27me3) (11, 12), represents a major target of lncRNAs inside nucleus (13–18). Some lncRNAs function as a decoy by interacting with EZH2 to prevent PRC2 from binding with chromatin or to interfere with the allosteric activation of PRC2, without impeding its methylation catalytic activity (19, 20). Whereas, lncRNA-p21 has been proposed to disrupt the PRC2 complex and promote the binding of EZH2 with genes independent of the PRC2 complex, which triggers methylation of targeted genes (21, 22).

Cardiac hypertrophy is a common pathological process of many types of cardiovascular diseases (23). A number of lncRNAs, such as maternally expressed 3 (Meg3), myosin heavy-chain-associated RNA transcripts (Mhrt), cardiac hypertrophy-related factor (Chrf), Myocardial Infarction–Associated Transcript (Miat) have been reported to be involved in cardiac hypertrophy (24–27). We previously identified a heart-enriched lncRNA cardiac hypertrophy associated epigenetic regulator (Chaer), which transiently interacts with EZH2 at early phase of cardiac hypertrophy induced by transaortic constriction (TAC) surgery and prevents its targeting to the promoter region of hypertrophic genes (28), implicating a highly dynamic regulation of EZH2 by lncRNAs. However, the molecular mechanism for this dynamic process has yet been clarified.

In a previous study, we characterized the tissue-specificity of EZH2-associated lncRNAs using RNA immuno-precipitation coupled with sequencing (RIP-seq) (29). Here we performed an unbiased profiling for EZH2-binding ncRNAs in mouse hearts following Angiotensin II (AngII) treatment. Our findings reveal the landscape of EZH2-associated ncRNAs during early cardiac hypertrophy and provide novel insights into the dynamics of EZH2-mediated epigenetic remodeling.

## Materials and Methods

### Animals

Male mice aged 10 weeks were housed in specific-pathogen-free (SPF) conditions with controlled temperature, humidity, and light and free access to food and water. Animal experiments were performed conforming to the 8th Edition of the Guide for the Care and Use of Laboratory Animals (Guide NRC, 2011) published by the US National Institutes of Health. Mice were randomly assigned to Sham, Angiotensin II (AngII) 4 h and AngII 24 h groups with two mice for each group. An osmotic minipump (Alzet, Cupertino, CA, USA) was implanted subcutaneously to deliver AngII (Sigma, St. Louis, MO) at a rate of 1 mg/kg/min as previously described (30). After infusion for 4 or 24 h, mice were sacrificed by dislocation of infra-cervical spine. Left ventricles were the quickly separated, washed in PBS and frozen in liquid nitrogen until use. Saline was infused instead of AngII for Sham groups.

### Cell Culture and Plasmids

Mouse embryonic fibroblasts (MEFs) were maintained in DMEM supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 100 U/mL penicillin and 100 μg/ml streptomycin. Gm20417 and Gm37376 were clone from mouse heart cDNA library into pcDNA3.1-CMV expression plasmid, and transfected into MEFs using Lipofectamine 2000 (Invitrogen, Thermo Fisher Scientific Inc.). Cells were harvested 24 h after transfection.

### Western Blot

Frozen heart tissues or cells were homogenized in protein lysis buffer (50 mM HEPES [pH7.4], 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 1 mM EGTA, 1 mM glycerophosphate, 2.5 mM sodium pyrophosphate, 1 mM Na3VO4, 20 mM NaF, 1 mM phenylmethylsulfonyl fluoride, 1 mM DTT, 1 × complete protease inhibitor tablet [Roche, Swiss]). Total lysates were separated on 10 or 12% Bis-Tris gels and transferred onto PVDF membranes (Millipore). The blots were probed with antibodies for H3 (#12648), H3K27me3 (#9733), EZH2 (#5246), and GAPDH (#5174) from Cell Signaling Technologies, Inc. Protein signals were detected using HRP conjugated secondary antibodies and enhanced chemiluminescence (ECL) western blotting detection regents (Thermo Fisher Scientific, MA, USA).

### RNA Immune-Precipitation

RNA immune-precipitation (RIP) was performed essentially as previously described (28, 29, 31). Left ventricles weighting ~100 mg from each group were homogenized in 500 μl of polysome lysis buffer (10 mM HEPES-KOH [pH 7.0], 100 mM KCl, 5 mM MgCl_2_, 25 mM EDTA, 0.5% IGEPAL, 2 mM dithiothreitol [DTT], 0.2 mg/mL Heparin, 50 U/mL RNase OUT [Life Technologies], 50 U/mL Superase IN [Ambion] and 1 × complete protease inhibitor tablet [Roche]). The suspension was centrifuged at 14,000 *g* at 4°C for 10 min to remove debris. Lysates were incubated with 500 ng normal IgG (Cell Signaling Technologies, MA, USA; #2729, 1:200) or anti-EZH2 (Cell Signaling Technologies; #5246, 1:200) at 4°C overnight on an inverse rotator. Protein A-sepharose beads (Life Technologies, 50 μl per tube) were first blocked in NT2 buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM MgCl_2_, and 0.05% IGEPAL) supplemented with 5% BSA, 0.02% sodium azide and 0.02 mg/mL heparin at 4°C for 1 h, and then added into the lysates followed by a 3-h incubation at 4°C on an inverse rotator. The beads were subsequently washed five times in NT2 buffer. RNAs were released by incubating in proteinase K buffer (50 mM Tris (pH 8.0), 100 mM NaCl, 10 mM EDTA, 1% SDS, and 1 U/mL proteinase K) for 30 min at 65°C, pelleted by adding an equal volume of isopropanol and centrifuged at 12,000 *g* at 4°C for 10 min. RNAs were washed once with 75% ethanol and stored at −80°C until use.

### RNA Pull-Down Assay

To validate the direct interaction between EZH2 and Snora33, we employed the tagged RNA pull-down assay adjusted from a previous report (32). Snora33 was obtained using an T7 *in vitro* transcription kit (Merk Inc.), followed by biotin conjugation using the Biotinylation Kit (Thermo Fisher Scientific Inc.). Biotinylated Snora33 was then incubated with MEF lysates in SA-RNP lysis buffer (20 mM Tris-HCl [pH7.5], 150 mM NaCl, 1.5 mM MgCl_2_, 2 mM DTT, 50 U/ml RNase OUT [Invitrogen], 50 U/ml Superase IN [Ambion], 1× complete protease inhibitor tablet [Roche]) for 4 h at 4°C. Streptavidin sepharose beads were blocked with 500 ng/μl yeast tRNA and 1 mg/ml BSA in SA-RNP lysis buffer before added into cell lysates and incubated at 4°C for 2 h on a rotator. The beads were then pelleted and washed for 5 times with SA-RNP washing buffer (20 mM Tris-HCl [pH7.5], 300 mM NaCl, 5 mM MgCl_2_, 2 mM DTT, 50 U/ml RNase OUT [Invitrogen], 50 U/ml Superase IN [Ambion], 1× complete protease inhibitor tablet [Roche]). After the last wash, RNA-bound proteins were eluted by addition of 5% RNase A (NEB) in low salt buffer (20 mM Tris-HCl [pH7.5], 30 mM NaCl, 5 mM MgCl2, 2 mM DTT, 1× complete protease inhibitor tablet [Roche]) for 30 min at 4°C. The eluted proteins, together with the flow-through and input samples, were then boiled in 4× LDS sample buffer (Life Technologies) and used for immunoblot analysis.

### RNA Sequencing

Two independent RIP products from each group were mixed before reverse transcription into cDNA sequencing library using KAPA Stranded RNA-Seq Library Preparation Kit. The libraries were subjected to quality validation using the Agilent Bioanalyzer 2100, and sequenced using Illumina NextSeq 500 in DNA Link USA Inc. The reads were mapped to mouse genome (mm10) using TopHat2 (28), and visualized on the UCSC browser (http://genome.ucsc.edu). LncRNAs were picked out according to NONCODE database (33). Screening criteria was set as reads >1.0; ratio of anti-EZH2 group relative to normal IgG group >2 in at least one tissue.

### Real-Time PCR

Briefly, 1 μg RNA was reverse-transcribed into first-strand cDNA using the Superscript III first-strand synthesis kit (Life Technologies, NY, USA) with random primers. Real-time PCR was performed using the CFX96 Real-Time PCR Detection System (Bio-Rad, CA, USA) using the iQ SYBR Green Supermix (Bio-Rad). Values were normalized to IgG controls. Primers are listed below.

Chaer: F-5′-TCCAATGAGGGAAGCGAAGC-3′, R-5′-GTCCGATGCCAGTTCCAGTT-3′;

Hotair: F-5′-CTTTCAAGGCCTGTCTCCTG-3′, R-5′-CAACATTCTAGCTGCACGGA-3′;

H19: F-5′-AGACTAGGCCAGGTCTCCAG-3′, R-5′-TAGAGGCTTGGCTCCAGGAT-3′;

Mirt1: F-5′-TGGGAGGCTGAGGCTAAGAT-3′, R-5′-ACCTACCCCTACTGCTGGAG-3′.

### In Silicon RNA Secondary Structure Prediction

RNA secondary structure was predicted by RNAfold WebServer (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi) based on minimum free energy (MFE) and partition function. The interaction strength between EZH2 and ncRNAs were predicted by an online program using random RNA sequences as (http://s.tartaglialab.com/page/catrapid_group) (34).

### Statistics

Data were presented as mean ± SEM for repeated analyses. Statistical analysis was performed by one-way ANOVA and Turkey HSD *post hoc* test using GraphPad Prism. Comparisons between two groups were analyzed by student's *t*-test. *P* < 0.05 was considered statistically significant. EZH2 RIP data were presented as mean ± s.d. from two independent RIP products.

## Results

### Validation of the RIP Method

Though not reaching statistical significance, AngII administration upregulated the protein expression of EZH2 after 4 h but reduced it after 24 h (Figures 1A,B). This pattern was inconsistent with the changes of global H3K27me3 (Figures 1A,C), suggesting a regulation of EZH2 activity by other factors. 

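RNA immune-precipitation followed by sequencing (RIP-seq) recovers the RNAs that an antibody pulls down together with its target protein. Left ventricles of male mice were used in 3 groups (Sham, AngII 4 h and AngII 24 h), with 2 mice in each, and AngII was delivered by osmotic minipump at 1 mg/kg/min. The paper states that Sham mice received saline, while the labels of the deposited libraries call them untreated. Cleared lysates were incubated with anti-EZH2 or with normal IgG, and 2 RIP products were mixed into each library before sequencing. Each combination of group and antibody therefore had 1 library, and there were no replicates, so that differences between the 6 libraries were described without a test across replicates. The authors mapped the reads to the mouse genome (mm10, the same assembly as GRCm38) with TopHat2 and deposited FPKM, the fragments per kilobase of transcript scaled to the mapped fragments of the library. These were given in 2 forms, a table of the whole series with the gene identifiers of Table 1, and a separate table of each library with Ensembl identifiers. In the series table, 12650, 13686 and 12896 genes had an FPKM above 0 in the IgG libraries of Sham, AngII 4 h and AngII 24 h, and 13697, 14535 and 12348 genes in the anti-EZH2 libraries. The 10 genes with the highest FPKM held between 73.2% and 81.1% of the FPKM of a library. Mitochondrial genes held 53.1%, 58.5% and 17.1% in the IgG libraries and 48.4%, 56.9% and 35.0% in the anti-EZH2 libraries, in the same order of groups. By the separate tables these shares were 12.4%, 13.7% and 13.9% in the IgG libraries and 12.0%, 6.72% and 31.3% in the anti-EZH2 libraries. The number of reads was inferred from the separate tables, where the FPKM of many lowly expressed genes is a whole multiple of what 1 read is worth. Of 11061 low values from genes of at least 400 nt, 65.7% were whole to within 0.1 reads, against 20% by chance. These steps gave about 4330598, 5257412 and 3817709 fragments for the IgG libraries of Sham, AngII 4 h and AngII 24 h, and 5703765, 7986722 and 4784534 for the anti-EZH2 libraries. Intervals calculated from recovered reads cover counting error only. The anti-EZH2/IgG ratio was calculated from the FPKM without a pseudocount or further scaling. The separate tables gave protein-coding genes a higher FPKM than the series table, by a median factor of up to 2.77 (IgG, AngII 4 h), so that the ratio of a gene depends on the table. Over protein-coding genes with an FPKM above 1 in all libraries, the median ratio was 0.797 in Sham, 0.911 at AngII 4 h and 0.673 at AngII 24 h in the separate tables, and 0.986, 1.09 and 1.04 in the series table. Numbers of ncRNAs were taken from the series table, and the ratios of single ncRNAs were taken from the separate tables and given beside those of the series table.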

To explore the EZH2-associated ncRNAs, we then performed native RIP analysis followed by sequencing. After pull-down using anti-EZH2 or normal IgG antibodies, we firstly validated the RIP procedure with known EZH2-binding lncRNAs, including cardiac hypertrophy associated epigenetics regulator (Chaer), HOX transcript antisense RNA (Hotair), myocardial infarction-associated transcript 1 (Mirt1), and H19 (28, 35–37) using real-time PCR. The results showed that Chaer-EZH2 interaction was quickly enhanced after AngII treatment, whereas Hotair-EZH2 interaction was repressed (Figures 1D,E), which is consistent with our previous findings in cardiomyocyte hypertrophy induced by phenylephrine (28). In addition, Mirt1 and H19 were also detected in the EZH2 interactome with the former being enhanced while the latter being suppressed after AngII treatment (Figures 1F,G). These data verify the success of our RIP procedure, as well as the pro-hypertrophic effect of AngII treatment.

**Figure 1:**
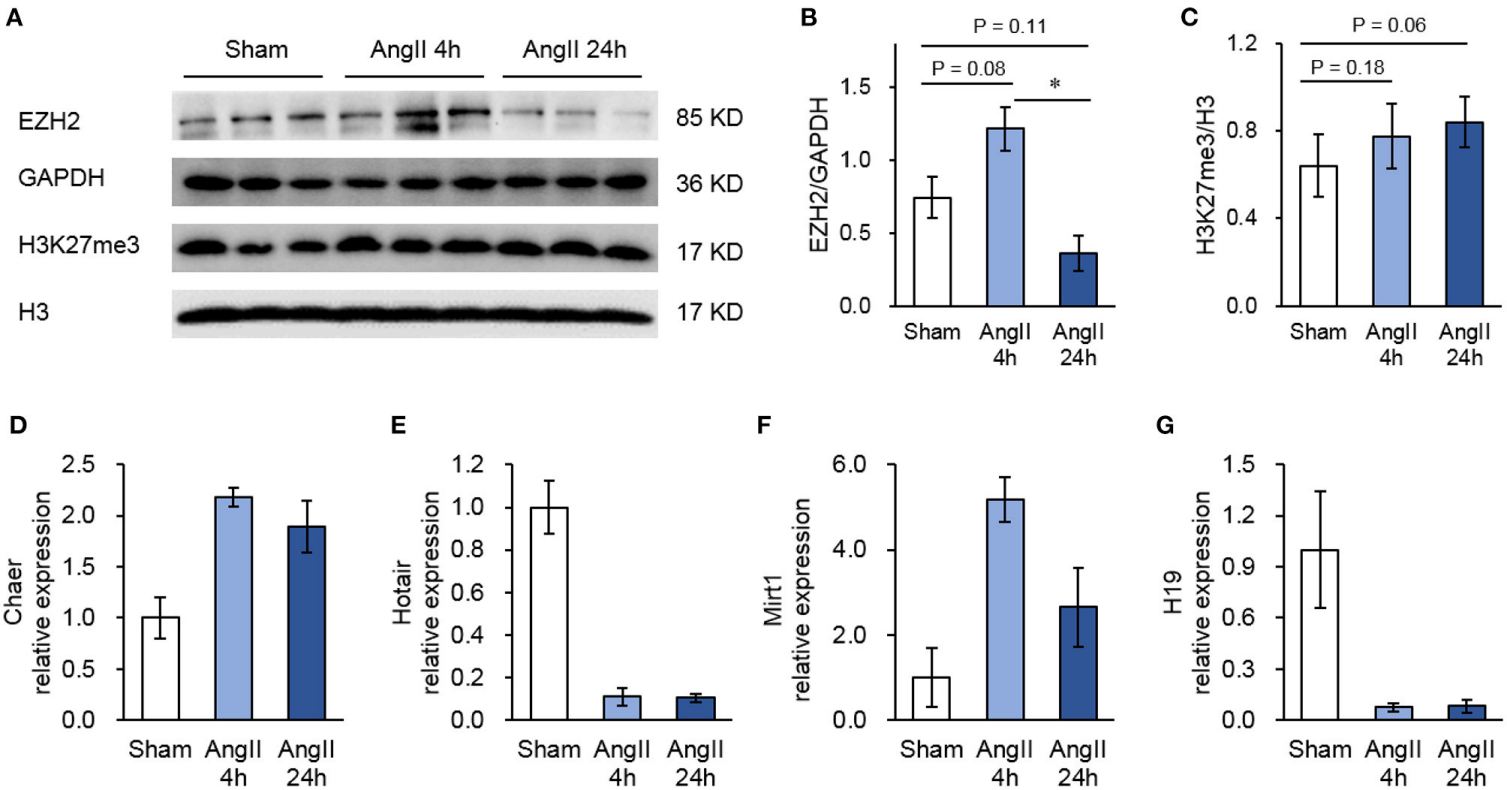
Validation of the RIP method to pull-down Ezh2-binding lncRNAs. **(A)** Representative immunoblots showing the expression of EZH2, GAPDH, H3K27me3, and H3 in mouse hearts treated with Angiotensin II (AngII) at 0 (Sham), 4 and 24 h. **(B,C)** Analyzed results of EZH2 expression in relative to GAPDH **(B)** and H3K27me3 expression in relative to H3 **(C)**. Data are mean ± SEM; *P < 0.05 vs. sham; *n* = 3. **(D–G)** Relative expression of known EZH2-binding lncRNAs including Chaer **(D)**, Hotair **(E)**, Mirt1 **(F)**, and H19 **(G)** in mouse hearts treated with Angiotensin II (AngII) at 0 (Sham), 4 and 24 h. Data are mean ± SD from two independent experiments.

### Identification of EZH2-Associated ncRNAs

In the RIP-seq analysis, we identified a total of 126 ncRNAs associated with EZH2 in all groups with no 0 reads in any group and over 2-fold enrichment in anti-EZH2 relative to normal IgG (Figure 2A). 

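The criteria were applied to the series table as FPKM above 0 in all 6 libraries, FPKM above 1.0 in the anti-EZH2 library of a group, and an anti-EZH2/IgG ratio above 2 in that group. Non-coding genes were taken from the GENCODE M21 annotation of GRCm38, with pseudogenes left out. The paper picked lncRNAs by the NONCODE database, which was not used here, so that an equal number of ncRNAs need not hold the same genes. Of 371 ncRNAs above 0 in all libraries, 243 also passed the FPKM minimum in at least 1 group, and 126 of these (51.9%) passed the ratio there. They comprised 30 antisense transcripts, 24 lincRNAs and 24 snoRNAs, and 81 of them are named in Table 1 or Figure 3. Also requiring that the FPKM intervals of the separate tables did not overlap between the antibodies left 33 ncRNAs, and with each library's own table, an alternative chosen after seeing the data, 253 passed. With the antibodies exchanged (IgG/anti-EZH2 above 2), 92 ncRNAs passed the same criteria. With each library's own table, 291 passed in the exchanged direction, more than the 253 above. Among protein-coding genes, 2137 of 5859 (36.5%) passed in at least 1 group.

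**Figure D1:**
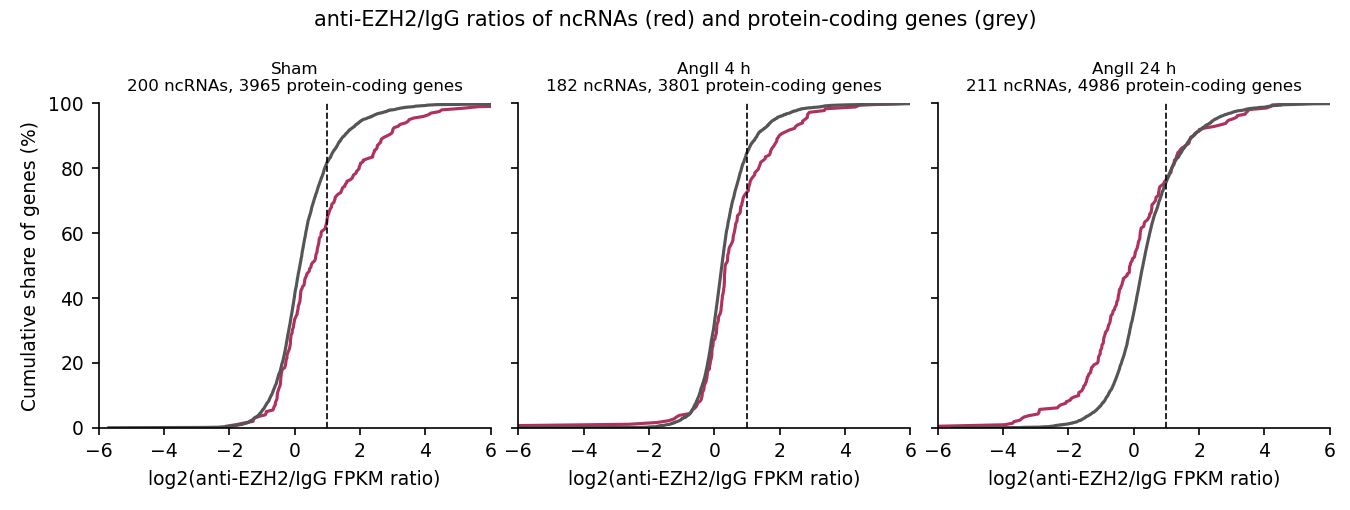
Cumulative share of genes (y axis, %) against the log2 anti-EZH2/IgG FPKM ratio (x axis) in Sham, AngII 4 h and AngII 24 h, for ncRNAs (red) and protein-coding genes (grey) above the FPKM minimum in the anti-EZH2 library of the group. The dashed line marks a ratio of 2, and the part of a curve to its right is the share past the criteria, which was higher for ncRNAs in Sham and at AngII 4 h but not at AngII 24 h.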

Separately, there were 76 ncRNAs in the Sham group, 66 in the 4-h AngII group and 63 in the 24-h AngII group. Among these EZH2-associated ncRNAs, 25 (20%) were shared by all three groups (Figure 2A and Table 1). 

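In the Sham group 71 of 200 ncRNAs passed (35.5%, Wilson 95% interval 29.2 to 42.3), compared with 50 of 182 (27.5%, 21.5 to 34.4) in the AngII 4 h group and 50 of 211 (23.7%, 18.5 to 29.9) in the AngII 24 h group. The median ratio of the ncRNAs above the FPKM minimum was 1.43, 1.27 and 0.931. In the direction of IgG, 18, 14 and 70 ncRNAs were past 2-fold. Of protein-coding genes, 18.1%, 15.2% and 24.1% passed in Sham, AngII 4 h and AngII 24 h. Whole reads could be recovered for 33, 32 and 15 of the ncRNAs called in these groups. Their median number of reads was 4, 4.5 and 8 in the IgG libraries and 21, 22 and 14 in the anti-EZH2 libraries. The ratio of the same ncRNAs in the separate tables, where the reads were recovered, was above 2 for 26, 22 and 5, with 1 ncRNA without an anti-EZH2 read at AngII 24 h, so that the calls of the series table often did not recur there at AngII 24 h. The exact 95% interval of the ratio of reads, which compares the libraries and not the conditions, lay above 1 for 21, 15 and 4 of these ncRNAs and above 2 for 6, 4 and 3.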

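With the FPKM minimum required in each group, 11 ncRNAs (8.73%) passed in all 3 groups, while shuffling the calls of each group over the ncRNAs that could have been called gave 3.67 on average (95% of 10000 shuffles between 1 and 7). Of the 25 names in Table 1, 11 passed in every group under this rule. With an FPKM above 1.0 in at least 1 anti-EZH2 library, 23 ncRNAs passed in all groups (chance 5.41, between 2 and 10), and so did each of the 25 names. The ncRNAs of these counts and the names overlap in part, by 6 of the 11 under the first rule and 16 of the 23 under the other. Of the names, 9 are not annotated as ncRNAs and so could not be counted. Conversely, counted ncRNAs such as Mir6236 and RP23-33C9.1 are absent from Table 1, for a reason that was not tested. Under the first rule, 41 ncRNAs passed only in Sham, 17 only at AngII 4 h and 34 only at AngII 24 h. Another 18 were shared by Sham and AngII 4 h, 4 by the AngII groups and 1 by Sham and AngII 24 h. The annotation lists 16 of the 25 names as ncRNAs, 5 as pseudogenes and 2 as protein-coding genes. All 75 ratios printed in Table 1 lay within 0.0005 of the ratios of the series table. Of the same names, 19 had a ratio above 2 in the separate tables in Sham, 22 at AngII 4 h and 16 at AngII 24 h, and 13 in all groups. The ratio of 2410002F23Rik (a protein-coding gene on chromosome 7, 44246722 to 44252319) was 78.2, 835 and 1041 in the series table and 0.0266, 4.00 and 3.4 in the separate tables. It overlaps the snoRNA Gm23991, whose own FPKM was 0 in the IgG libraries and 94.96, 69.1 and 110.1 in the anti-EZH2 libraries, from 1 recovered read in each of them.

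**Figure D2:**
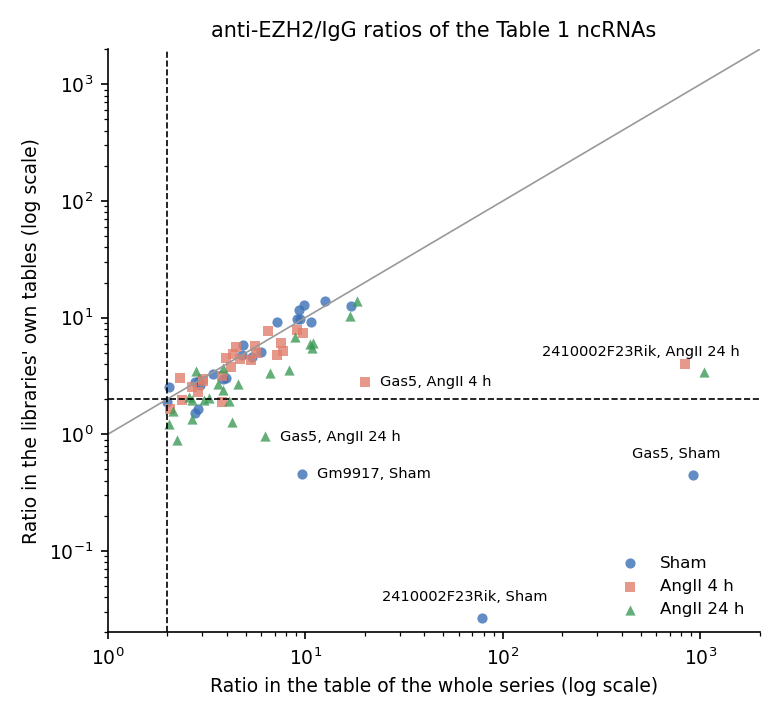
anti-EZH2/IgG ratio of each of the 25 Table 1 names in the series table (x axis, log scale) and in the separate tables of the libraries (y axis, log scale). Each point is a name in Sham, AngII 4 h or AngII 24 h, the grey line marks equal ratios and the dashed lines mark a ratio of 2. Points under the grey line, such as Gas5 and 2410002F23Rik, had a lower ratio in the separate tables.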

From their genomic locations, these ncRNAs covered all five categories, including intergenic, antisense, intron-related, promoter-related and both antisense- and promoter-related (Figures 2B,C), suggesting a vast functional diversity of EZH2 in both local and global epigenetic regulations. 

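Each EZH2-associated ncRNA was placed by its position and strand against protein-coding genes in GENCODE M21, with a promoter taken as 2 kb upstream of a transcription start on the other strand. By this rule 45 ncRNAs (35.7%, Wilson 95% interval 27.9 to 44.4) were antisense, 35 (27.8%, 20.7 to 36.2) were intergenic and 25 (19.8%, 13.8 to 27.7) were related to an intron. Promoter-related were 7 (5.56%, 2.72 to 11.0), and 4 (3.17%, 1.24 to 7.88) were both promoter-related and antisense. The remaining 10 overlapped an exon on the same strand. The largest change came from counting positions against any annotated gene, an alternative chosen after seeing the data, which left 13.5% as intergenic. The 117 ncRNAs that passed the FPKM minimum but not the ratio had shares of 29.9% antisense, 28.2% intergenic, 24.8% intron-related and 8.55% promoter-related, each inside the interval of the EZH2-associated ncRNAs. Their share with an exon overlap on the same strand was 4.27%, just under the interval of the EZH2-associated ncRNAs, which began at 4.37%. Of the 23 Table 1 names with an annotated position, 16 fell in the category that Table 1 gives.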

Clustering analysis showed that EZH2-associated lncRNAs from AngII 4 h and AngII 24 h groups were clustered together, apart from that from the Sham group (Figure 2D), suggesting a quick response of EZH2-mediated epigenetic reprogramming to AngII stimulation whereby lncRNAs are functionally involved.

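The groups were compared by the root mean square difference of the log2 ratio over the 126 EZH2-associated ncRNAs. It was 2.28 between Sham and AngII 4 h (bootstrap 95% interval over ncRNAs 1.85 to 2.68), 2.53 between AngII 4 h and AngII 24 h (2.08 to 3.06) and 3.05 between Sham and AngII 24 h (2.59 to 3.55). The largest change came from leaving out ncRNAs that overlap, on the same strand, a gene without an entry of its own, an alternative chosen after seeing the data, which lowered the distance of Sham and AngII 24 h to 2.43. The intervals overlap, and with 3 groups of 1 ratio each the order of the distances was not tested. Restricting the list to ncRNAs of at least 200 nt made AngII 4 h and AngII 24 h the nearest pair, by 2.47 against 2.49 for Sham and AngII 4 h. In the anti-EZH2 libraries alone the distances of log2 FPKM were 1.60, 2.25 and 2.56, and in the IgG libraries alone 1.91, 2.11 and 2.00, in the order of the pairs above. Over protein-coding genes past the same criteria the distances were 1.96, 2.24 and 2.44.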

**Figure 2:**
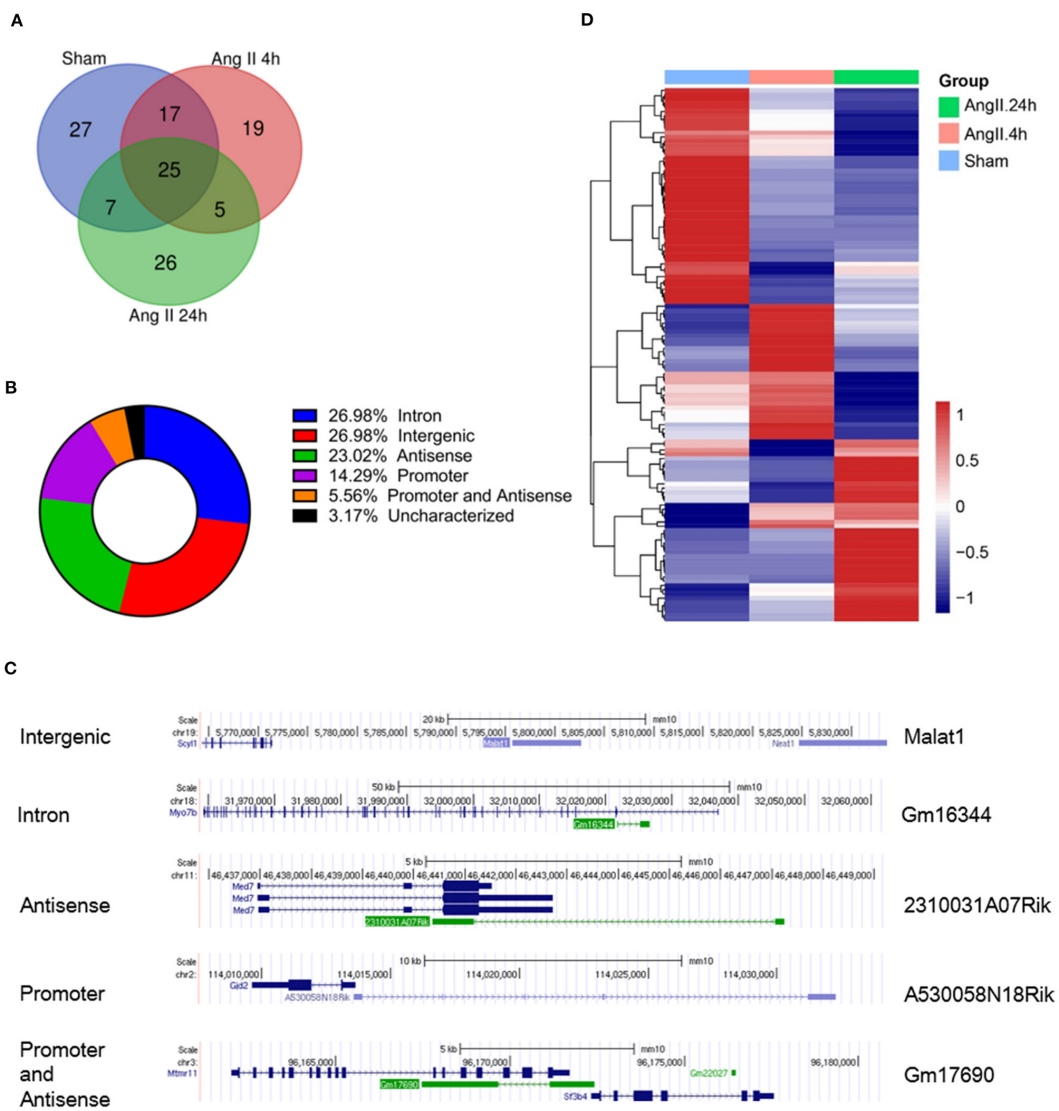
Profiles of EZH2-binding ncRNAs in mouse hearts treated with AngII at different time points. **(A)** Venn diagram showing the number of overlapped ncRNAs from three groups as indicated. **(B)** Pie chart showing the distribution of ncRNA categories according to their genomic features. **(C)** Representative ncRNA for each category. **(D)** Heat map showing hierarchical clustering of changed EZH2-associated ncRNAs after AngII treatment at different time points. Up-regulated and down-regulated genes are colored in blue and yellow, respectively.

**Table 1:** Shared EZH2-associated lncRNAs in all groups.

**Gene name**	**Tracking ID**	**Ratio to IgG**			**Category**
		**Sham**	**AngII 4 h**	**AngII 24 h**	
Gas5	XLOC_001290	916.469	20.043	6.252	Intergenic
2410002F23Rik	XLOC_033560	78.164	835.468	1,041.137	Intergenic
Gm29055	XLOC_000696	17.072	7.540	8.856	Intron
Gm28268	XLOC_040459	12.568	3.984	2.580	Intergenic
Gm3052	XLOC_001918	10.709	2.320	4.242	Intergenic
Gm17131	XLOC_028763	9.803	4.295	2.793	Antisense
Gm9917	XLOC_039729	9.625	6.481	18.211	Promoter and antisense
Gm17132	XLOC_028762	9.357	9.789	6.614	Antisense
Gm37954	XLOC_002666	9.327	4.182	10.852	Intron
Gm26905	XLOC_036601	9.043	7.215	8.242	Antisense
Gm21897	XLOC_013754	7.216	4.441	3.814	Intergenic
Gm13722	XLOC_020816	5.984	4.678	2.653	Intergenic
Gm16793	XLOC_037281	5.346	2.848	16.772	Promoter
Gm37515	XLOC_023239	4.846	7.710	10.978	Intergenic
Gm20417	XLOC_017336	4.806	3.038	4.549	Antisense
C030037D09Rik	XLOC_005812	3.961	3.766	2.246	Promoter
Gm37376	XLOC_017337	3.838	5.611	10.619	Antisense
Gm37086	XLOC_001530	3.393	5.279	4.102	Intergenic
Gm26869	XLOC_021846	2.920	2.364	3.833	Antisense
Gm16344	XLOC_016557	2.904	5.573	3.629	Antisense
Bvht	XLOC_016764	2.851	2.056	2.034	Intergenic
Malat1	XLOC_017847	2.767	3.784	3.065	Intergenic
5330426P16Rik	XLOC_014583	2.758	2.656	3.264	Uncharaterized
Gm15662	XLOC_003933	2.046	3.031	2.679	Antisense
Gm17690	XLOC_024078	2.004	9.052	2.132	Promoter and antisense

### Dynamic Association Between EZH2 and ncRNAs During AngII Stimulation

We further analyzed the impact of AngII on EZH2-ncRNA interaction. 

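Among the 126 EZH2-associated ncRNAs, the anti-EZH2/IgG ratio differed by more than 1.5-fold between Sham and AngII 4 h for 92, between Sham and AngII 24 h for 105 and between AngII 4 h and AngII 24 h for 103. The median fold differences were 2.31, 3.21 and 2.92. For 61 ncRNAs (48.4%) the ratio differed in all 3 comparisons, and for 121 in at least 1. The number in all comparisons fell to 26 when an FPKM above 1.0 was required in all 6 libraries, and rose to 142 with each library's own table, an alternative chosen after seeing the data. Of the protein-coding genes that passed the same criteria, 48.0% differed in all comparisons. Of the 93 ncRNAs named in Figure 3, 60 differed in all 3 comparisons, 79 differed from Sham at both time points, and each differed in at least 1 comparison.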

A total of 93 EZH2-associated ncRNAs were altered >1.5-folds in all three comparisons. According to their alteration pattern following AngII treatment, these ncRNAs were classified into four groups; i.e., constantly enhanced (Figure 3A), transiently enhanced (Figure 3B), constantly suppressed (Figure 3C) and transiently suppressed (Figure 3D). 

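The 121 ncRNAs were grouped by the order of their ratios in Sham, AngII 4 h and AngII 24 h. The ratio rose at each step (constantly enhanced) for 18 ncRNAs (14.9%, Wilson 95% interval 9.62 to 22.3) and fell at each step (constantly suppressed) for 36 (29.8%, 22.3 to 38.4), while 20.2 of each would follow from random order. It was highest at AngII 4 h (transiently enhanced) for 31 (25.6%, 18.7 to 34.1) and lowest there (transiently suppressed) for 36, against 40.3 from random order. With an FPKM above 1.0 in all 6 libraries, the constantly enhanced group fell to 5 and the transiently suppressed group to 10, and with each library's own table, chosen after seeing the data, the constantly suppressed group rose to 106. Figure 3 shows 16 names as constantly enhanced, 22 as transiently enhanced, 29 as constantly suppressed and 26 as transiently suppressed, and all 93 followed the same order in the series table. A ratio in every group of the separate tables was found for 81 of these names, and 68 of them followed that order.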

Several known EZH2-interacting lncRNAs appeared in the list (37–40); e.g., growth arrest specific 5 (Gas5) was dissociated from EZH2 while maternally expressed 3 (Meg3) was recruited after AngII administration (Figures 3A,C). These results suggest that the interaction between EZh2 and ncRNAs is a highly dynamic process and may contribute to the epigenetic remodeling during early cardiac hypertrophy.

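Gas5 is a processed transcript on the plus strand of chromosome 1 of GRCm38 (161034422 to 161038539) with up to 12 exons. In the series table its FPKM was 5.06 in Sham IgG and 4635 in Sham anti-EZH2, 199 and 3994 at AngII 4 h, and 1.79 and 11.2 at AngII 24 h, and its anti-EZH2/IgG ratio was 916, 20.0 and 6.25. Its FPKM in the separate tables lay between 3.69 and 10.4, with a ratio of 0.447, 2.81 and 0.958. The 10 snoRNAs that lie within Gas5 and have no entry of their own in the series table had a summed own FPKM of 399, 223 and 519 in the IgG libraries and 3633, 1972 and 0 in the anti-EZH2 libraries. Few reads can lie behind such sums. The 399 in Sham IgG came from the snoRNA Gm22357, with 2 recovered reads. The snoRNA Gm22489 held 1133 in the AngII 4 h anti-EZH2 library, from 3 reads. Meg3 is a lincRNA on the plus strand of chromosome 12 (109541001 to 109571726). Its ratio rose from 1.05 in Sham to 3.00 and 3.34 after AngII in the series table, and from 0.575 to 1.40 and 2.46 in the separate tables. The anti-EZH2 FPKM of Meg3 in the series table was 0.375, 0.400 and 1.65, so that it was above 1.0 only at AngII 24 h.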

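The changes of the log2 ratio from Sham to AngII 4 h and from Sham to AngII 24 h were correlated across the 126 ncRNAs (Pearson's r 0.55, bootstrap 95% interval 0.38 to 0.68, Spearman's rho 0.53), which are not independent replicates. Both changes share the Sham libraries, and shuffling the ratios within each ncRNA gave a mean r of 0.50, with 95% of the shuffles between 0.31 and 0.66. With each library's own table, an alternative chosen after seeing the data, r moved most, to 0.37. The ratio was lower than in Sham at both time points for 54 ncRNAs and higher at both for 32. Of the summed squared changes of log2 FPKM from Sham, 45.5% (37.8 to 54.0) lay in the IgG libraries, with a higher share from Sham to AngII 4 h than from Sham to AngII 24 h. From the alterations of these ratios, the paper proposes that the interaction between EZH2 and ncRNAs is dynamic and may contribute to epigenetic remodeling in early cardiac hypertrophy.

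**Figure D3:**
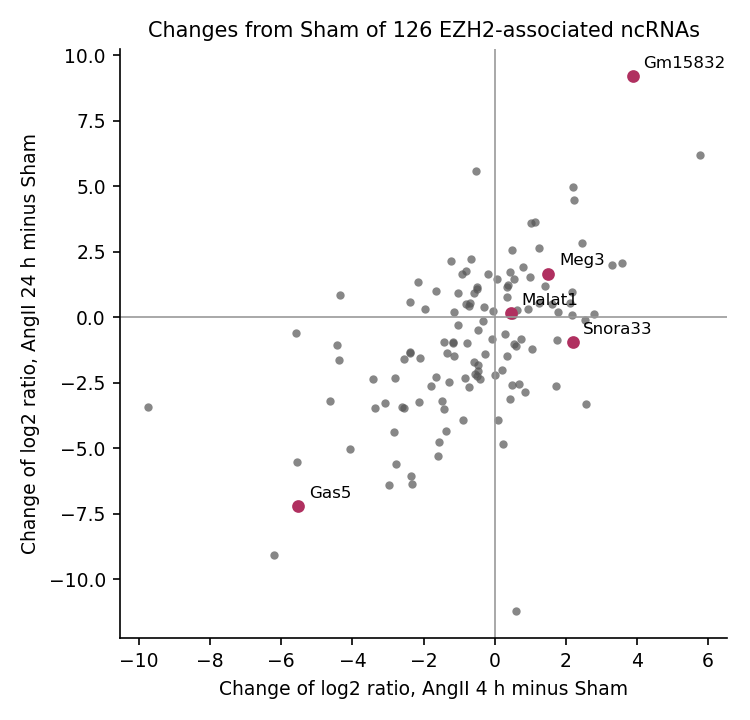
Change of the log2 anti-EZH2/IgG ratio from Sham to AngII 4 h (x axis) and from Sham to AngII 24 h (y axis) in the series table. Each point is 1 of the 126 EZH2-associated ncRNAs, and Gas5, Meg3, Malat1, Gm15832 and Snora33 are marked in red. Gm15832 lies among the points raised at both times and Gas5 among those lowered at both.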

**Figure 3:**
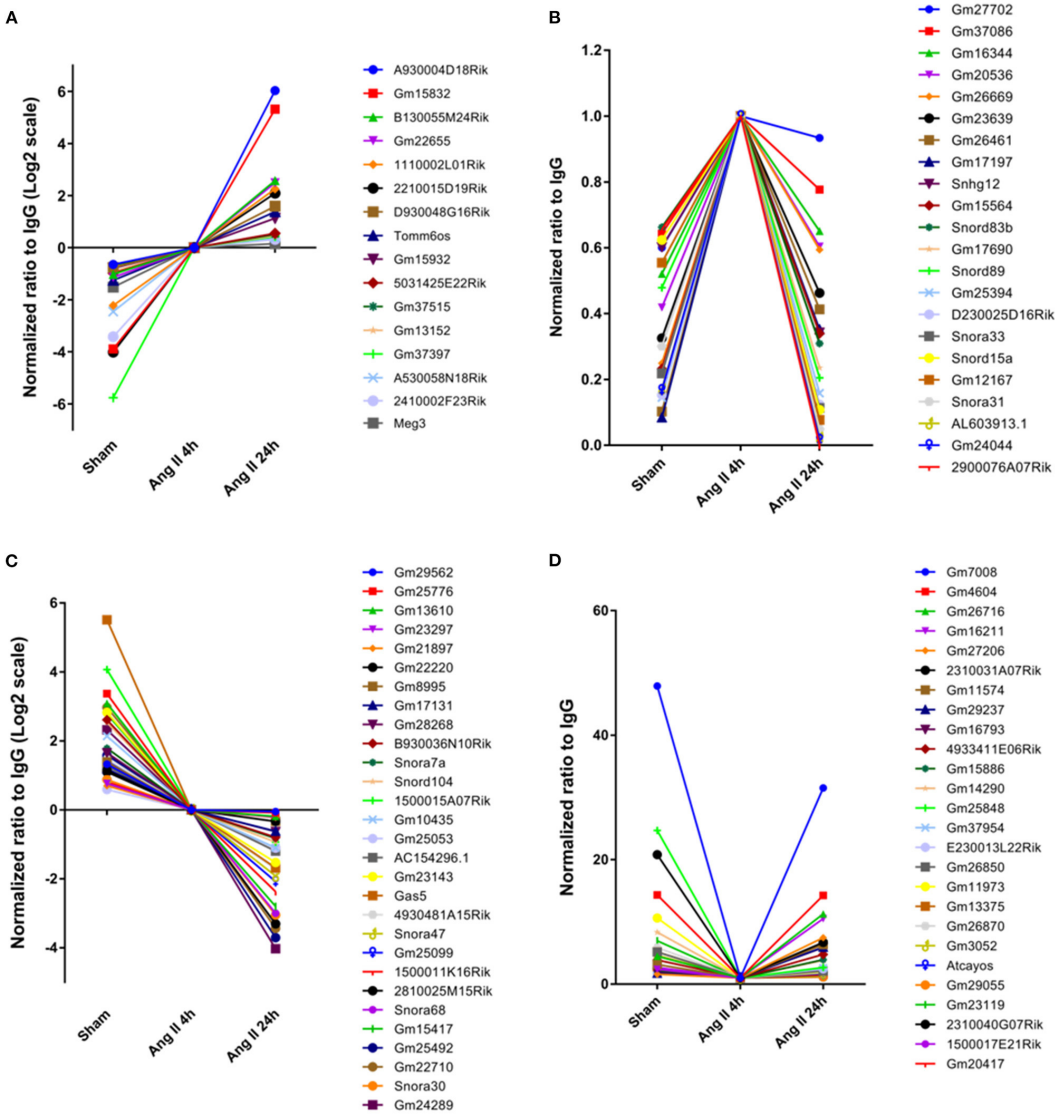
Stratification of EZH2-associated ncRNAs according to their changing pattern after AngII treatment. **(A)** Constantly enhanced EZH2-binding ncRNAs in both AngII 4 and 24 h groups. **(B)** Transiently enhanced EZH2-binding ncRNAs after 4 h of AngII treatment but attenuated after 24 h of AngII treatment. **(C)** Constantly suppressed EZH2-binding ncRNAs in both AngII 4 and 24 h groups. **(D)** Transiently suppressed EZH2-binding ncRNAs after 4 h of AngII treatment but reversed after 24 h of AngII treatment. Data were normalized to the AngII 4 h group.

### Structural Characteristics of EZH2-Associated ncRNAs

It has been reported that EZH2 tends to bind RNA motifs with tandem tetra-loop hairpins (28). We then analyzed the secondary structure of candidate ncRNAs using RNAfold (25). In Gm15832, a constantly enhanced EZH2-associated lncRNA during AngII treatment, we identified a potential 60-mer motif (100–159 nt) with a similar structure as that from Chaer or Hotair (28) (Figure 4A). 

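Gm15832 lies on the minus strand of chromosome 1 of GRCm38 (39547570 to 39552002), with a transcript of 1832 nt in 3 exons, and its 5′ part overlaps the 3′ part of Rnf149 on the same strand. Its ratio in the series table was 0.0634 in Sham, 0.936 at AngII 4 h and 37.3 at AngII 24 h, from anti-EZH2 FPKM of 0.0457, 0.598 and 3.27 and IgG FPKM of 0.722, 0.639 and 0.0875. Gm15832 was listed at 0 in each of the separate tables, while Rnf149, which has no entry in the series table, had ratios of 0.0772, 1.64 and 10.8. Nucleotides 100 to 159 of the annotated transcript are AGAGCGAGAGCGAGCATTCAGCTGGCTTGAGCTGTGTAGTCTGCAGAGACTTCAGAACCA. RNAfold (ViennaRNA 2.7.2) folded them into 2 hairpins with loops of 5 and 4 nt at a minimum free energy of -21.9 kcal/mol. The sequence drawn in the paper's Figure 4A seems to start 1 nt earlier, and that window, chosen after seeing the data, gave the same hairpins and energy. Of 1000 shuffled sequences of the same composition, 8 reached an energy as low (mean -13.8). Along the transcript, 17 of the 1773 windows of 60 nt (0.959%) folded as stably, and 40 windows (2.26%) had 2 hairpins with loops of 4 nt. The paper states that the structure resembles that of the motifs of Chaer and Hotair.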

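Snora7a (140 nt, chromosome 6, 115807975 to 115808114), Snora31 (130 nt, chromosome 14, 75847905 to 75848034), Snora33 (129 nt, chromosome 10, 23785347 to 23785475), Snora47 (138 nt, chromosome 13, 95330600 to 95330737) and Snora68 (131 nt, chromosome 8, 70895759 to 70895889) each folded into 2 hairpins in RNAfold. Their ACA box lay 3 nt from the 3′ end, or 4 nt in Snora47. An H box (ANANNA) between the hairpins, with all of its bases unpaired in the predicted fold, was found in Snora7a (AGAGCA at 62 nt) and Snora33 (ATATTA at 61 nt). Snora31, Snora47 and Snora68 also hold such a sequence there (AAAGGA, ACAGTA and ACAGCA), but with bases paired in the predicted fold. They are therefore not shown to lack an H box. The ratio of Snora7a in the separate tables was 4.31 in Sham (exact 95% interval 1.92 to 11.5), 1.01 (0.504 to 2.08) at AngII 4 h and 0.446 (0.183 to 1.01) at AngII 24 h, from 7, 15 and 18 IgG reads and 40, 23 and 10 anti-EZH2 reads. In Sham the ratio of Snora47 was 3.27 (0.904 to 18.0) and that of Snora68 was 4.52 (1.01 to 41.9), from 3 and 2 IgG reads. Snora31 had its highest ratio at AngII 4 h, 2.19 (0.565 to 12.4), where 3 IgG reads were recovered. Its ratio in Sham was 0.753. At AngII 24 h the separate tables gave 0.402 for Snora47, 0.161 for Snora68 and 0.134 for Snora31. The series table gave 4.26, 1.23 and 0.695 for Snora7a and 3.44, 2.07 and 0.547 for Snora47, in the order of the groups. It gave 5.31, 2.08 and 0.260 for Snora68 and 0.807, 2.68 and 0.131 for Snora31. Over the 25 snoRNAs of the Snora and Snord families above 0 in all libraries, the median log2 ratio in the series table was 0.31 in Sham (bootstrap 95% interval -0.24 to 1.00), 0.55 (0.12 to 1.05) at AngII 4 h and -1.12 (-1.45 to -0.87) at AngII 24 h. These medians lay at the 95.6th, 99.4th and 0.3rd percentile of 10000 random lists matched on mean FPKM. The AngII 24 h median moved most, to -1.64, in the separate tables, an alternative chosen after seeing the data. Above a ratio of 2 were 7, 9 and 1 of the 25.

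**Figure D4:**
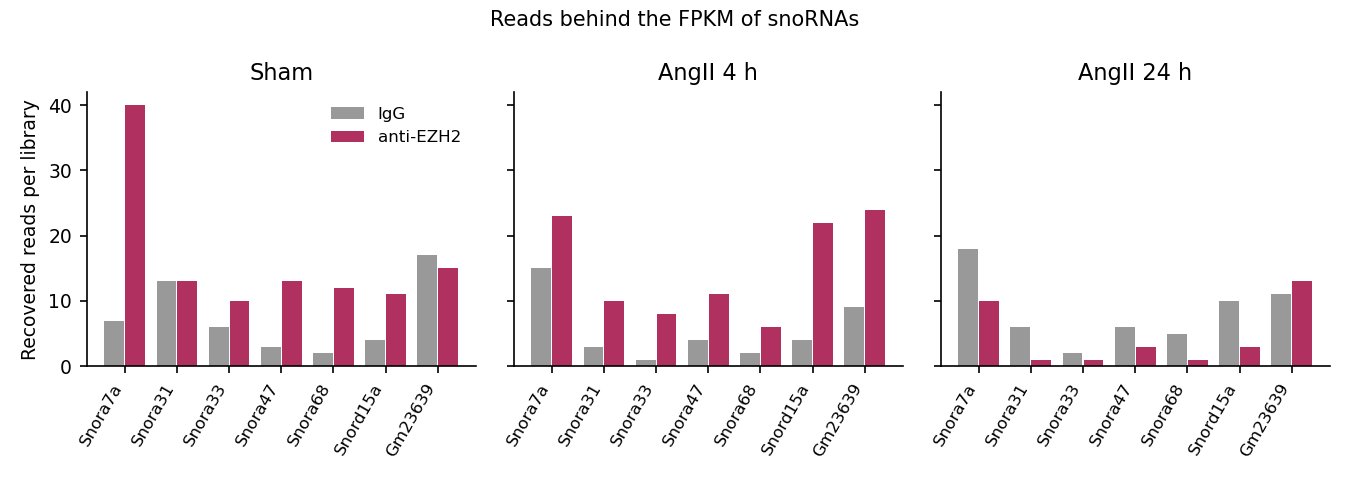
Reads recovered from the separate tables (y axis) for Snora7a, Snora31, Snora33, Snora47, Snora68, Snord15a and Gm23639 (x axis) in Sham, AngII 4 h and AngII 24 h. Grey bars are the IgG library and red bars the anti-EZH2 library of the group, with 1 library per bar and reads not scaled to depth. At AngII 24 h the grey bar is the higher in all of them except Gm23639.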

Interestingly, EZH2 bound to a number of small nucleolar RNAs (snoRNAs) containing the H/ACA box, including Snora7a, Snora31, Snora33, Snora47, and Snora68 (Figure 4B), suggesting a role of EZH2 in rRNA processing (41, 42). Moreover, snoRNAs containing the C/D box, like Snord15a and Snord104, were also detected in the EZH2 interactome (Figure 4B). 

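Snord15a (148 nt, chromosome 7, 99482785 to 99482932) had a C box (GTGATGA) at 14 nt and a D box (CTGA) at 140 nt. Its ratio in the separate tables was 2.08 in Sham (exact 95% interval 0.619 to 8.99), 3.62 (1.23 to 14.5) at AngII 4 h and 0.241 (0.0423 to 0.930) at AngII 24 h, and in the series table it was 2.36, 3.78 and 0.406. The counts behind these ratios were 4, 4 and 10 IgG reads and 11, 22 and 3 anti-EZH2 reads. Snord104 (70 nt, chromosome 11, 106500993 to 106501062) had a C box (ATGATGA) at 4 nt and a D box at 65 nt. Its ratio was 7.09, 1.22 and 0.640 in the series table, where its FPKM was 3852, 3315 and 4412 in the IgG libraries and 27306, 4051 and 2825 in the anti-EZH2 libraries. The separate tables gave ratios of 6.22, 1.87 and 0.621, and whole reads were not recovered for it.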

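Gm23639 is annotated as a snoRNA of 132 nt on the plus strand of chromosome 18 of GRCm38 (33795164 to 33795295), inside an intron of Epb41l4aos. It folded into 2 hairpins at a minimum free energy of -46.0 kcal/mol, as low as 6 of 1000 shuffled sequences, with an H box (AAATAA) at 59 nt and an ACA box 3 nt from the 3′ end. Its anti-EZH2/IgG ratio in the series table was 0.769 in Sham, 2.36 at AngII 4 h and 1.09 at AngII 24 h. The separate tables gave 0.665 (exact 95% interval 0.312 to 1.43), 1.76 (0.788 to 4.29) and 0.950 (0.390 to 2.32), from 17, 9 and 11 IgG reads and 15, 24 and 13 anti-EZH2 reads.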

A number of uncharacterized ncRNAs (e.g., Gm23639) displayed the typical structural feature as snoRNAs (Figure 4B).

**Figure 4:**
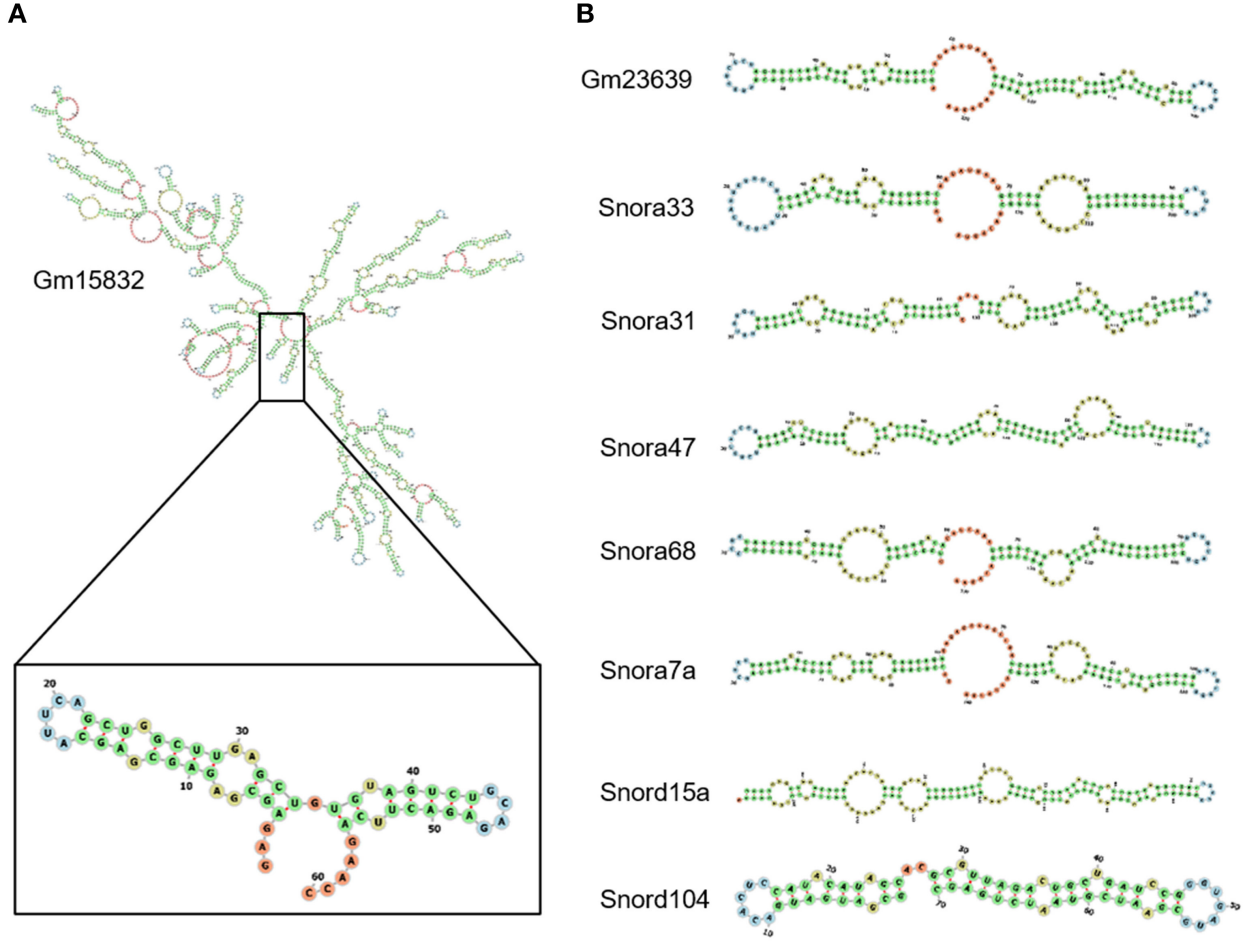
Structural characteristics of EZH2-associated ncRNAs. Predicted secondary structure of lncRNA Gm15832 **(A)**, Snora family ncRNAs and Snord family ncRNAs **(B)** using RNAfolder.

To validate the interactions, we performed an online prediction for the interaction strength using catRAPID algorithm (34). The results showed that Snora33 had the highest interaction strength (97%) with EZH2 protein among others (Figure 5A). RNA pull-down assay showed that the biotin-tagged Snora33 could strikingly pull down EZH2 compared with the EGFP control, along with a decrease of endogenous EZH2 in the flow-through sample (Figure 5B). These data further validate the validity of the EZH2-binding ncRNAs.

**Figure 5:**
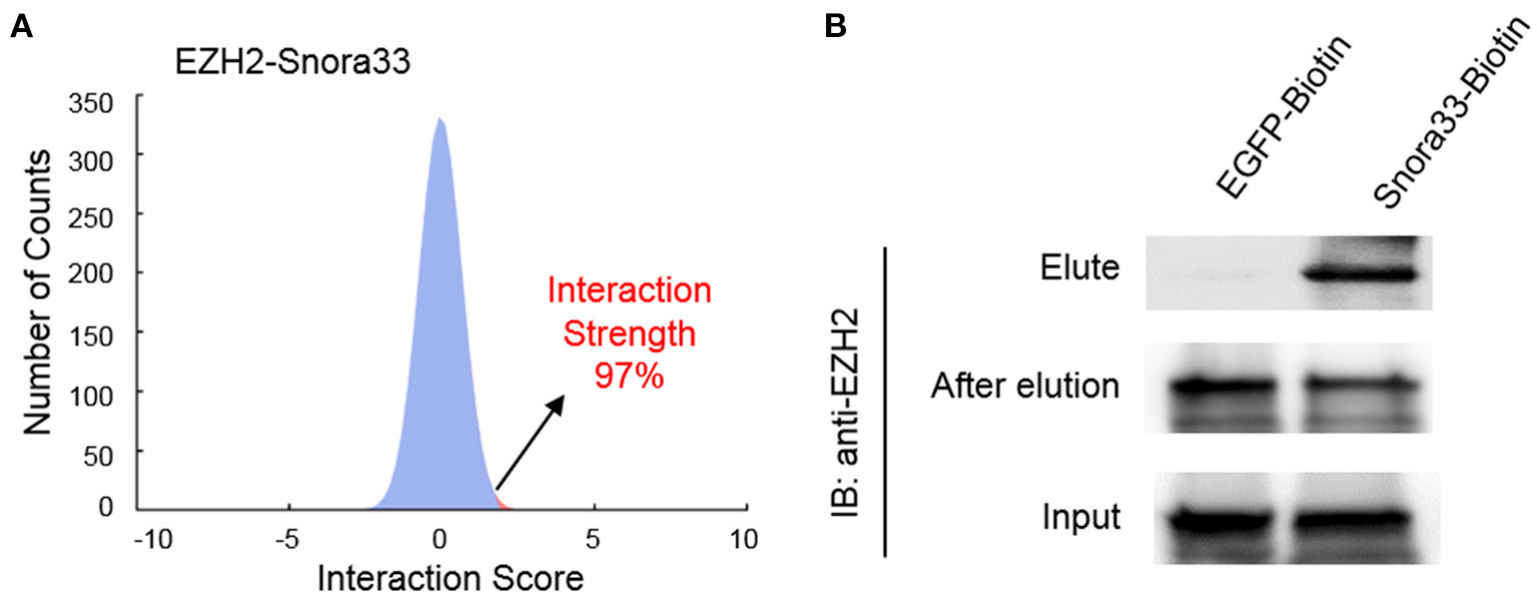
Validation of the interaction between EZH2 and Snora33. **(A)** Predicted interaction strength between EZH2 and Snora33 using catRAPID. Among a thousand of random RNA sequences, Snora33 ranked 97% propensity to interact with EZH2. **(B)** RNA pull-down analysis to confirm the direct interaction between Snora33 and EZH2. Biotin was conjugated to the 3′ of Snora33 RNA *in vitro*, followed by streptavidin pull-down assay. Immunoblotting was performed with anti-EZH2 antibody using the elute, flow-through and input samples.

### Malat1 Genomic Locus Is Involved in AngII-Induced Epigenetic Reprogramming

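Malat1 is a lincRNA of 6983 nt on the minus strand of chromosome 19 of GRCm38 (5795690 to 5802672). Gm20417 is listed in the separate tables at 5797562 to 5798549 of the same chromosome, inside Malat1, and Gm37376 is a plus-strand gene of 453 nt at 5801941 to 5802393, which lies antisense to the 5′ part of Malat1. The libraries were made with a stranded kit, and the paper's text does not name whether the strand was used when fragments were assigned to these overlapping genes.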

We previously identified two antisense lncRNAs, Gm20417, and Gm37376, at the gene locus of Malat1 displaying high tissue specificity (29). Here we found that all of these three lncRNAs significantly associated with EZH2; however, whereas Malat1-EZH2 interaction was transiently enhanced after AngII treatment, Gm20417-EZH2 interaction was transiently suppressed and Gm37376-EZH2 interaction was constantly enhanced (Figures 6A–D), suggesting a complex regulation of EZH2 function in AngII-induced cardiac hypertrophy. 

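In the series table the anti-EZH2/IgG ratio of Malat1 was 2.77 in Sham, 3.78 at AngII 4 h and 3.07 at AngII 24 h. In the separate tables it was 1.52, 1.88 and 1.96, from IgG FPKM of 330, 376 and 376 and anti-EZH2 FPKM of 501, 707 and 738. The ratio of Gm20417 was 4.81, 3.04 and 4.55 in the series table and 4.79, 2.89 and 2.71 in the separate tables, where its IgG FPKM rose from 16.6 in Sham to 26.5 and 32.9. Divided by the median ratio of protein-coding genes, the latter became 6.01, 3.17 and 4.02, lowest at AngII 4 h. The ratio of Gm37376 rose at each step in both, from 3.84 to 5.61 and 10.6 in the series table and from 2.95 (exact 95% interval 2.13 to 4.18) to 4.99 (3.85 to 6.65) and 5.92 (4.24 to 8.24) in the separate tables. About 46, 62 and 43 IgG reads and 179, 473 and 315 anti-EZH2 reads were recovered for Gm37376. Division by the same medians gave 3.70, 5.48 and 8.79 for Gm37376. Whether its ratio rose further between AngII 4 h and AngII 24 h was not tested, and the size of that step depends on the table and the scaling. From the different courses of these lncRNAs, the paper proposes a complex regulation of EZH2 function in AngII-induced hypertrophy.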

We then cloned Gm20417 and Gm37376, and expressed them in MEFs. Western blot analysis showed that Gm37376 and Gm20417 did not significantly alter the global level of H3K27me3 (Figure 6E), suggesting a regional regulation rather than regulating the global activity of EZH2 by these ncRNAs. These data also implicate that the Malat1 gene is a crucial locus to modify EZH2 function under stress.

**Figure 6:**
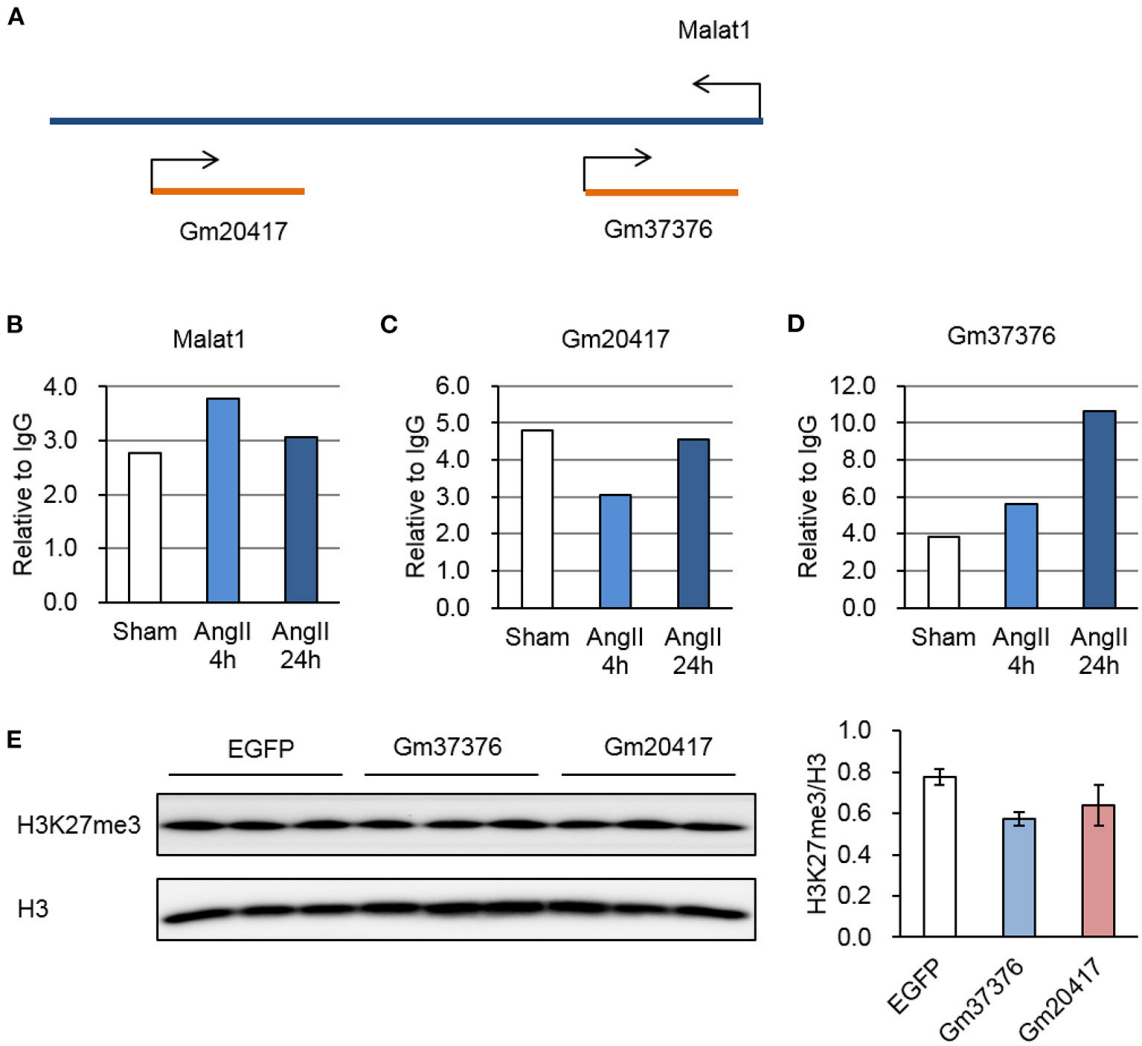
Dynamic interaction between EZH2 and Malat1 locus-derived lncRNAs during AngII treatment. **(A)** Schematic diagram of the Malat1 genomic structure together with two antisense lncRNAs, Gm20417, and Gm37376. **(B–D)** Relative reads of Malat1 **(B)**, Gm20417 **(C)** and Gm37376 **(D)** normalized to corresponding IgG groups. **(E)** Impact of Gm37376 and Gm20417 on H3K27me3 in MEFs. Cells were collected 24 h after transfection, and the lysates were immunoblotted with anti-H3K27me3 and anti-H3 antibodies. Data are mean ± SEM; *n* = 3.

## Discussion

Accumulating evidence highlights the crucial role of ncRNAs in cardiac hypertrophy. In this study, we found that EZH2 serves as a major target for not only lncRNAs but also snoRNAs. In addition to validating known EZH2-binding ncRNAs (e.g., Gas5, Meg3, and Malat1), our findings reveal a large panel of novel ncRNAs involved in the dynamic regulation of the EZH2 function during AngII-induced cardiac hypertrophy.

The dynamic interaction between EZH2 and ncRNAs suggests a complex role of EZH2 in the pathogenesis of cardiac hypertrophy. A huge change was observed as early as 4 h after AngII treatment. This is consistent with our previous report that Chaer-EZH2 interaction was transiently enhanced at the early phase of cardiac hypertrophy and that overall H3K27me3 was quickly diminished upon hypertrophic stimulation (28). The shift in binding property might rely on certain post-translation modifications of the EZH2 protein, since it can be modified by phosphorylation or glycosylation (43, 44). However, we did not detect changes of known EZH2 phosphorylation at T345 and T487 at the early phase of cardiac hypertrophy, though they were indeed sensitive to mTOR (mechanistic target of rapamycin) inhibition (Data not shown), implicating that other modifications or intrinsic EZH2 gene heterogeneity might underlie its dynamic interaction with ncRNAs. Further investigation is required to address this question in more details.

The EZH2-associated ncRNAs display diverse genomic features including intergenic, antisense, intron-related, promoter-related and both antisense- and promoter-related, suggesting diverse epigenetic regulations both *in cis* or *in trans*. EZH2 has been reported to undergo specificity and dynamics regulations in the context of heart development, whereby EZH2 is responsible for catalyzing H3K27me3 at the bivalent promoters of developmental genes (45–47). In Ezh2-deficient adult hearts, fetal genes are upregulated, giving rise to cardiac hypertrophy (48, 49). Regulatory RNAs are essential for PRC2 chromatin occupancy and function (50). Our previous study revealed that lncRNA Chaer transiently interacted with EZH2 at the early phase of cardiac hypertrophy. This interaction interfered with the binding of PRC2 to the promoters of pathological genes, thus allowing their activation by transcription factors (28). Here we found more ncRNAs displaying similar changing pattern during early hypertrophy, such as Gm24044, 2900076A07Rik, and Snora33 (Figure 2B). This mechanism is different from previously reported scaffold or guide ncRNAs like Hotair and Gtl2 (8, 37). 

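Gm24044 is a snoRNA of 156 nt on chromosome 9 of GRCm38 (120128780 to 120128935) within Rpsa. Its anti-EZH2/IgG ratio was 1.09 in Sham, 6.51 at AngII 4 h and 0.109 at AngII 24 h in the series table, and 0.889 (exact 95% interval 0.444 to 1.82), 5.6 (1.33 to 49.9) and 0.0668 (0.00156 to 0.449) in the separate tables. These values rest on 17, 2 and 12 IgG reads and 20, 17 and 1 anti-EZH2 reads. Snora33, which lies within Rps12, had ratios of 1.29, 5.89 and 0.666 in the series table. In the separate tables its ratio was 1.25 (0.417 to 4.24), 5.27 (0.706 to 234) and 0.402 (0.00676 to 7.66), from 6, 1 and 2 IgG reads and 10, 8 and 1 anti-EZH2 reads, and a difference between the groups was not tested. The lincRNA 2900076A07Rik (chromosome 7, 81523550 to 81531498) had ratios of 35.1, 53.5 and 0.0149 in the series table and of 1.06, 0.990 and 0.998 in the separate tables. It overlaps the scaRNA Mir1839, which has no entry in the series table and whose own FPKM was 0, 13.3 and 95.9 in the IgG libraries and 32.6, 108 and 0 in the anti-EZH2 libraries.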

Whether they also function like Chaer but not other ncRNAs needs further functional investigation. 

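Gm7008 (chromosome 12, 40222758 to 40229184) lies antisense to Ifrd1. Its anti-EZH2/IgG ratio was 5.49 in Sham, 0.115 at AngII 4 h and 3.61 at AngII 24 h in the series table, and 3.80, 0.0940 and 2.39 in the separate tables. The FPKM of Gm7008 in the series table was low, at 0.0540, 0.275 and 0.401 in the IgG libraries and 0.296, 0.0315 and 1.45 in the anti-EZH2 libraries. Gm4604 (chromosome 6, 108140120 to 108140509) is annotated as a processed pseudogene within Sumf1 and shares its position with Rpl36-ps12. Its ratio was 5.65, 0.394 and 5.62 in the series table and 1.68, 0.895 and 2.39 in the separate tables, lowest at AngII 4 h in both. Reads of a processed pseudogene can be shared with its parent gene.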

Along with the upregulated ncRNAs, the interaction between EZH2 and a number of ncRNAs, such as Gm7008 and Gm4604, was transiently suppressed upon AngII stimulus. These data suggest that ncRNAs compete for the access to the EZH2 binding site.

EZH2 does not contain a typical RNA-binding motif such as RRM (RNA recognition motif). Previous studies reveal that the residues 342–368 in full-length EZH2 constitute a RNA-binding domain (51). Long et al. (52) found that the N-terminal helix of EZH2 is the major RNA-binding site and has a preferential binding of G-quadruplex RNA. The structural characteristics of EZH2-binding RNA have not been fully elucidated so far. Our previously study has shown that Chaer is capable of binding EZH2 through a tandem tetra-loop motif, which shared with several other EZH2-binding ncRNAs (28). Among the dynamic EZH2- binding ncRNA after AngII treatment, we identified Gm15832 that has a similar motif recognized by EZH2 (Figure 4A). An interesting finding is that EZH2 bind a series of snoRNAs with a typical tandem stem-loop structure, which can be classified into C/D-box (SNORD) and H/ACA-box (SNORA) subfamilies (Figures 4B,C). Considering that snoRNAs mediate the rRNA acetylation and tRNA methylation modification (42), our findings indicate a potential role of EZH2 in mediating rRNA or tRNA maturation, as well as ribosome assembly inside nucleolus.

Although EZH2 has once been thought to promiscuously bind RNAs (53, 54), cumulating evidence including ours indicates that EZH2-binding ncRNAs possess specific structural commonness (28, 37). As found in RepA, Hotair and Chaer, a conserved tandem tetra-loop hairpin motif is responsible for the direct interaction between ncRNAs and EZH2 (28, 55). In this study, we screened the secondary structure for most of the identified ncRNAs. However, similar motif did not exist in all EZH2-associated ncRNAs except for Gm15832 (Figure 3A). Interestingly, EZH2-binding snoRNAs showed similar structural features (Figure 3B), suggesting divergent interaction patterns between EZH2 and ncRNAs possibly derived from different binding sites on the surface of EZH2 protein.

Compared with mRNAs, ncRNAs are less conserved among species (56). Similarly, most of the ncRNAs revealed in this study could not find their counterpart human homologs, but this does not exclude the possibility for certain structurally conserved counterparts to carry out the same function. One conserved lncRNA Malat1 was consistently detected in both the current and our previous reports (29). The role of Malat1 in cardiac hypertrophy is still under debate (57). The fact that three lncRNAs at this genomic locus could all bind to EZH2 and display diverse changing pattern after AngII treatment might add another layer to the Malat1-mediated epigenetic regulation. Moreover, novel function of EZH2 independent of forming PRC2 complex and subsequent H3K27me3 modification has been unveiled (58). It would be interesting to explore whether non-epigenetic function of EZH2 can be also modified by ncRNAs.

Taken together, our study provides direct evidence for the complex role of EZH2 during early cardiac hypertrophy, and unveils a novel access to modify EZH2 function through ncRNAs.

## Data Availability Statement

The RIP-seq data can be accessed in the GEO Database with accession number GSE167007.

## Ethics Statement

The animal study was reviewed and approved by Ethical Committee of Renmin Hospital of Wuhan University.

## Author Contributions

ZW designed and supervised the study. SW, NG, and SL performed the experiments and analyzed the data with input from YH, DZ, and LL. SL and ZW drafted the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

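RIP-seq was performed on left ventricles of mice in 3 groups (Sham, AngII 4 h and AngII 24 h), each with an anti-EZH2 and an IgG library, and 2 RIP products were mixed into each of the 6 libraries. The group and antibody of a library were taken from the labels of the deposited libraries and checked against the paper. The authors prepared stranded libraries, mapped the reads to the mouse genome (mm10) with TopHat2 and deposited FPKM, in a table of the whole series and in a separate table of each library. The program that made the FPKM and its annotation are not named in the paper's text. The separate tables have the columns of a Cufflinks gene table, with an interval for each FPKM.

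The series table held 44137 entries with a gene name and 245 without, and the latter, with between 0.319% and 0.935% of the FPKM of a library, were left out. Names were matched to GENCODE M21 (GRCm38) by symbol (40520 entries), by Ensembl identifier (3221) or through a RefSeq symbol (40), and 356 were not matched. This gave 13200 ncRNAs, 21069 protein-coding genes, 8720 pseudogenes and 1148 others, of which 371, 9231, 26 and 27 were above 0 in all libraries. The paper picked lncRNAs by the NONCODE database, which was not used here. ncRNAs were the annotated lincRNA, antisense, processed transcript, sense intronic, bidirectional promoter, TEC, snoRNA, snRNA, scaRNA, miRNA, misc RNA and ribozyme genes. The annotated type alone decided this. Whether a gene so annotated, such as Cct6a, Lsmem2 or Prr33, encodes a protein was not checked. The separate tables held 46072 genes, and 44110 names of the series table had a gene in them. In the separate tables, 787 values below 0.001 FPKM were set to 0. Spearman's rho of FPKM between the forms of table was between 0.940 and 0.956 per library across genes.

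An EZH2-associated ncRNA had an FPKM above 0 in all 6 libraries, an FPKM above 1.0 in the anti-EZH2 library of a group and an anti-EZH2/IgG FPKM ratio above 2 in that group, without a pseudocount. The same criteria were applied to protein-coding genes and, with the antibodies exchanged, to ncRNAs. A ratio was altered when it differed by more than 1.5-fold between groups, and patterns followed the order of the 3 ratios. Distances between groups were root mean square differences of log2 ratios. Intervals of distances, of the correlation and of the snoRNA medians came from bootstraps over ncRNAs. Overlaps of the groups and the correlation of changes were set beside 10000 shuffles, and snoRNA medians beside 10000 random lists, in which each member was drawn from the 50 genes nearest in mean FPKM. Shares of ncRNAs were given with Wilson 95% intervals.

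Reads were inferred from the separate tables with a model of fragment length, whose mean (200 nt) and SD (80 nt) were assumed. The shortest fragment (34 nt) and the worth of 1 read were fitted on 25172 genes with 1 transcript. In the Sham IgG library 1 read was worth 231 FPKM times nt of effective length. Among values from transcripts under 200 nt, 60.4% of 996 were whole to within 0.1 reads. Exact Clopper-Pearson intervals were calculated for the ratio of reads of 2 libraries. A library with 0 reads was given no ratio. For other genes the depth behind a value is unknown.

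Structures were predicted with RNAfold (ViennaRNA 2.7.2) and compared with 1000 shuffled sequences each. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The procedures were tested on simulated data, where 200 enriched genes were all called (100%) and 0 of 9455 unchanged genes were called. The noise there was small and no reads were sampled, so that this gives no rate of false calls at few reads. The order of the ratios, also simulated with small noise, was recovered for 100% of 400 genes. Reads were recovered for 100% of 12000 values. Of values without whole reads, 20.5% were taken for whole. For independent ratios of 2000 simulated genes the correlation of changes was 0.52, and 0.50 after shuffling.

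Before the data were examined, 11 alternatives for the counts were set: 3 other FPKM minimums, pseudocounts of 0.1 and 1, a zero rule on the libraries of the group only, a ratio above 4, division by the median ratio of protein-coding genes, FPKM intervals apart, ncRNAs of at least 200 nt, and pseudogenes counted as ncRNAs. Alteration in at least 1 comparison, patterns without the 1.5-fold rule, a promoter of 1 kb and, for named ncRNAs, the series table were also set then. Another 4 alternatives were added after seeing the data: each library's own table for the counts, leaving out ncRNAs that overlap on the same strand a gene without an entry of its own, position against any annotated gene, and a window 1 nt earlier for the Gm15832 motif. A count was taken as moved when it changed by more than 1.5-fold, a distance, correlation, median or share when it left its 95% interval, and a named ratio when it left its exact interval or, with no reads, changed by more than 1.5-fold.

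The genes named were fixed by a rule: those the paper names, the 5 ncRNAs with the highest ratio in each group and the 3 such protein-coding genes among those with an IgG FPKM above 1, Ezh2, Eed and Suz12, a list of hypertrophy genes (Nppa, Nppb, Acta1, Myh7 and Ankrd1), a list for the sex of the mice (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty), and abundant heart and nuclear transcripts. Real-time PCR, immunoblots, the catRAPID prediction and the RNA pull-down were not analysed here, nor were Chaer and Mirt1.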

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

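Of the tests in this part, that of a general shift of the ratio and that of short ncRNAs by biotype were chosen only after the result was seen.

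The paper applied its criteria to ncRNAs. Among protein-coding genes, which it did not analyse, 2137 passed in at least 1 group, and 1753 passed with the antibodies exchanged, so that a ratio past 2-fold occurred in either direction. A general shift would move the genes of a group to the same side. Of the genes past 2-fold, 49.1% of 1410 in Sham, 37.6% (Wilson 95% interval 34.5 to 40.8) of 928 at AngII 4 h and 44.0% of 2150 at AngII 24 h were past it in the exchanged direction, which argues against a general shift as the whole source. These are numbers of the series table. In the separate tables, where the protein-coding median ratio lay below 1, 1812 passed and 3978 with the antibodies exchanged, and 2553 and 2631 after division by that median. Of 509 genes with a mean FPKM above 10, 10.0% passed, against 39.0% of 5350 genes below it. The following shares rest on reads and so on the separate tables. Between IgG libraries of different groups, 43.6% of genes with under 10 reads differed by more than 2-fold, against 13.0% of those with at least 50. For anti-EZH2 against IgG, 16.7% of 1928 pairs with 1 to 10 mean reads were above 2-fold and 26.7% below its inverse, while for IgG against the IgG of another group these shares were 24.3% and 19.3% of 1835 pairs. The shares by FPKM (10.0%) and between IgG libraries (43.6%) are consistent with the sampling of few reads as a source of many of the ratios above 2. With at least 50 mean reads, 5.55% of 793 anti-EZH2 pairs were above 2-fold and 14.8% below its inverse, against 6.87% and 6.18% of 728 IgG pairs, and with 10 to 50 reads 7.08% and 15.5%, against 10.1% and 5.76%. After division by the protein-coding medians of the separate tables the anti-EZH2 shares became 24.9% and 20.1% for 1 to 10 reads, 11.2% and 6.04% for 10 to 50, and 6.43% and 5.3% for at least 50, a division that centres the ratios and so tests nothing about the cause of the excess of low ratios, which stays open. Association of mRNAs with EZH2 stays open, since no replicate separates it from sampling, and so does a difference between hearts in the comparison of IgG libraries.

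The median log2 ratio of the 25 Snora and Snord snoRNAs was above 0 in Sham and at AngII 4 h (0.31 and 0.55) and below 0 at AngII 24 h (-1.12). The difference between the groups was not tested, since each had 1 library per antibody. Above a ratio of 1 were 16, 19 and 1 of the snoRNAs. Division by the protein-coding median gave 0.33, 0.42 and -1.17, so that the sign held in each group. Recovered reads of 56 snoRNAs summed to 287, 238 and 258 in the IgG libraries and to 503, 457 and 102 in the anti-EZH2 libraries, and the library with the fewest was inferred to hold more fragments (4784534) than the IgG library of its group (3817709). Over 26 other ncRNAs under 200 nt the median fell from Sham to AngII 24 h by as much as 1.42, against 1.43 for snoRNAs. At AngII 4 h, however, the median of these other ncRNAs was lower than in Sham (0.18 against 0.72), while that of the snoRNAs was higher. By biotype, the median of 13 snRNAs was 0.75 in Sham and -0.98 at AngII 24 h, that of 4 misc RNAs 0.29 and -1.66, and that of 9 miRNAs 1.07 and 1.29, so that in the series table the fall was not shared by short ncRNAs of every kind. The miRNAs AC154296.1 and Gm22655 were at 0 in all separate tables. There the ratio of Mir6240 fell from 7.73 in Sham to 2.06 at AngII 24 h, and that of Mir6236 from 5.54 to 4.83. The fall over 26 ncRNAs can follow from a difference between libraries in how much short RNA was kept. The miRNA medians of the series table did not fall, but whether the miRNAs escaped the fall depends on the table. Whether the reads at the miRNA genes came from short RNA was not tested. Their medians therefore cannot decide for or against such a difference. A release of short ncRNAs from EZH2 after 24 h of AngII stays open and was not tested, and the value rests on a single anti-EZH2 library.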

How the results depend on the processing

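No test in this part was chosen after the result was seen, but 4 of the alternatives were chosen after seeing the data and are given together below. No paired analysis was possible because each group and antibody had 1 library. The cause of each change was not tested, except where an alternative by its construction counts fewer or more genes.

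A pseudocount of 0.1 moved none of 16 results, division by the protein-coding median none of 19, pseudogenes counted as ncRNAs none of 6, a promoter of 1 kb none of 7, and patterns without the 1.5-fold rule none of 4. The distance between Sham and AngII 4 h was the smallest of the distances under each alternative for which distances were calculated except ncRNAs of at least 200 nt, where AngII 4 h and AngII 24 h were nearest. The zero rule on the libraries of the group, a ratio above 4, intervals apart and pseudogenes counted as ncRNAs were applied to counts only.

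Without an FPKM minimum, more genes could pass: 120 ncRNAs in Sham, 105 at AngII 4 h and 99 at AngII 24 h, 211 in any group and 29 in all groups, with 150 in the exchanged direction and 3815 protein-coding genes. Altered in all comparisons were 110, and 33 were constantly enhanced, 60 transiently enhanced and 62 transiently suppressed. With FPKM above 1.0 in all 6 libraries, fewer could pass: 38, 32 and 15 in the groups, 59 in any and 7 in all, with 52 exchanged, 411 protein-coding genes, 26 altered, 5 constantly enhanced, 22 constantly suppressed and 10 transiently suppressed. With FPKM above 1.0 in at least 1 anti-EZH2 library, 23 passed in all groups, and the other 15 results did not move.

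A pseudocount of 1, which lowers the ratios of lowly expressed genes, gave 29 ncRNAs at AngII 24 h, 83 in any group, 897 protein-coding genes, 36 altered ncRNAs and 17 transiently suppressed. With FPKM above 0 required only in the libraries of the group, 79 passed at AngII 4 h. A ratio above 4 was passed by 39, 18 and 18 ncRNAs in Sham, AngII 4 h and AngII 24 h, by 58 in any group, 6 in all groups and 33 with the antibodies exchanged, and by 732 protein-coding genes. With FPKM intervals apart, 28, 17 and 11 ncRNAs passed in the groups, 33 in any group and 27 in the exchanged direction, with 71 protein-coding genes. Over ncRNAs of at least 200 nt, 44 passed in Sham and 26 at AngII 4 h, 47 passed in the exchanged direction, 40 were altered, 14 were transiently enhanced and 17 constantly suppressed. When at least 1 comparison was enough, 121 were altered.

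The following were chosen after seeing the data. With each library's own table, 182 ncRNAs passed in Sham and 131 at AngII 4 h, 253 in any group, 31 in all groups and 291 in the exchanged direction. Altered were 142, with 74 transiently enhanced and 106 constantly suppressed, the correlation of changes was 0.37 and the snoRNA median at AngII 24 h was -1.64. Leaving out ncRNAs that overlap a gene without an entry of its own gave 11 constantly enhanced and a distance of 2.43 between Sham and AngII 24 h. Counted against any annotated gene, 13.5% of the ncRNAs were intergenic. The window 1 nt earlier left the minimum free energy of the Gm15832 motif at -21.9 kcal/mol.

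For the ratios of named ncRNAs in the separate tables, the series table moved 90 of them and left 206, a pseudocount of 1 moved 74 and left 222, a pseudocount of 0.1 moved 12 and left 284, and division by the protein-coding median moved 5 and left 291. The depth limits the ratios: of the called ncRNAs with recovered reads, 22, 21 and 8 in Sham, AngII 4 h and AngII 24 h had fewer than 10 IgG reads.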

Differences from the paper's values

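No test in this part was chosen after the result was seen, and alternatives are marked where they were chosen after seeing the values.

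In all 3 groups, 11 ncRNAs passed, against the paper's 25. Of the alternatives set before the data were examined, an FPKM above 1.0 in at least 1 anti-EZH2 library (23) and no FPKM minimum (29) came within 1.5-fold of this count, with 16 Table 1 names under each, against 6 of the 11. FPKM above 1.0 in all 6 libraries (7), pseudocounts of 0.1 (11) and 1 (8), the zero rule on the libraries of the group (11), a ratio above 4 (6), division by the protein-coding median (12), intervals apart (9), ncRNAs of at least 200 nt (8) and pseudogenes counted (14) did not. Each library's own table (31) came within 1.5-fold too, with only 7 of the Table 1 names, and was chosen after seeing the values. Altered by more than 1.5-fold in all comparisons were 61, against the paper's 93. An FPKM above 1.0 in at least 1 anti-EZH2 library (64) and division by the protein-coding median (65) came only just within 1.5-fold of the paper's count, little changed from the value here. No FPKM minimum (110) and at least 1 comparison (121) lay above the paper's count and within 1.5-fold of it, while FPKM above 1.0 in all 6 libraries (26), pseudocounts of 0.1 (56) and 1 (36) and ncRNAs of at least 200 nt (40) did not.

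Only in Sham were 41 ncRNAs, against the paper's about 27 in Fig. 2A, read by eye, and in Sham and AngII 24 h was 1, against the paper's about 7 in Fig. 2A, read by eye. The FPKM minimum in at least 1 anti-EZH2 library closed both gaps, with 32 and 9. Antisense were 35.7%, against the paper's about 23% in Fig. 2B, read by eye, and promoter-related were 5.56%, against the paper's about 14% in Fig. 2B, read by eye. Neither gap was closed by a promoter of 1 kb. Both promoter-related and antisense were 3.17%, against the paper's about 5.6% in Fig. 2B, read by eye. A promoter of 1 kb (2.38%) did not close this gap, and position against any annotated gene (3.97%), chosen after seeing the values, did.

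For 26 of the 75 ratios of Table 1, the value of the separate tables differed by more than 1.5-fold, and the series table, set as an alternative before the data were examined, closed the gap for each of them. Pseudocounts of 0.1 and 1 closed none. For Gas5 the ratio in Sham, AngII 4 h and AngII 24 h was 0.447, 2.81 and 0.958, against the paper's 916, 20.0 and 6.25, and for 2410002F23Rik it was 0.0266, 4.00 and 3.4, against the paper's 78.2, 835 and 1041. In Sham, Gm9917 had 0.457 against the paper's 9.63. At AngII 24 h, Gm3052 had 1.27 against the paper's 4.24, C030037D09Rik 0.893 against the paper's 2.25, and Gm26905 3.57 against the paper's 8.24. At AngII 4 h, Malat1 had 1.88 against the paper's 3.78. Division by the protein-coding median did not close these gaps.

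Division by the protein-coding median closed the gap for the other ratios, but it also opened 6 gaps. After division, the ratio in Sham was 16.2 for Gm17131 against the paper's 9.80, 14.5 for Gm37954 against the paper's 9.33, 11.6 for Gm21897 against the paper's 7.22, 7.36 for Gm37515 against the paper's 4.85 and 3.17 for Gm15662 against the paper's 2.05, and at AngII 24 h it was 5.2 for Gm17131 against the paper's 2.79. In all, 17 of the 75 ratios differed after division, and 35 and 57 with pseudocounts of 0.1 and 1. The gaps that it closed follow, with the divided value last in each. At AngII 4 h, Gm26905 had 4.75 against the paper's 7.22 (5.22). In Sham, Bvht had 1.66 against the paper's 2.85 (2.08) and Malat1 1.52 against the paper's 2.77 (1.90). At AngII 24 h, Gm17132 had 3.32 against the paper's 6.61 (4.93), Gm37954 5.44 against the paper's 10.9 (8.08), Gm13722 1.35 against the paper's 2.65 (2.00), Gm16793 10.4 against the paper's 16.8 (15.4) and Gm37515 6.08 against the paper's 11.0 (9.03). At the same time, Gm20417 had 2.71 against the paper's 4.55 (4.02), Gm37376 5.92 against the paper's 10.6 (8.79), Gm37086 1.92 against the paper's 4.10 (2.85) and Gm26869 2.39 against the paper's 3.83 (3.56). Bvht had 1.22 against the paper's 2.03 (1.81), Malat1 1.96 against the paper's 3.07 (2.92) and 5330426P16Rik 2.07 against the paper's 3.26 (3.07).

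The paper groups AngII 4 h and AngII 24 h together, apart from Sham, for lncRNAs by its text and for ncRNAs by its legend. Here Sham and AngII 4 h were nearest over all EZH2-associated ncRNAs (2.28, against 2.53 for the AngII groups). Over those of at least 200 nt, the length of lncRNAs, the AngII groups were nearest by little (2.47, against 2.49 for Sham and AngII 4 h). The paper states that Gas5 dissociates from EZH2. The series table gave this order, and in the separate tables the ratio was highest at AngII 4 h. The paper describes Malat1 as transiently enhanced and Gm20417 as transiently suppressed, which the series table also gave. In the separate tables Malat1 was highest and Gm20417 lowest at AngII 24 h, and division by the protein-coding median made Gm20417 lowest at AngII 4 h (3.17), while Malat1 stayed highest at AngII 24 h (1.90, 2.06 and 2.92). The paper counts 2900076A07Rik as transiently enhanced, and in the separate tables its ratio was 1.06, 0.990 and 0.998. Of the Figure 3 names with a ratio in the separate tables, 68 of 81 had the order that Figure 3 shows. The category of Table 1 was found for 16 of 23 names.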

Other observations

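The tests on merged entries, on the reads of overlapped genes and on the IgG libraries were chosen only after the result was seen.

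The ratios of some ncRNAs differed widely between the series table and the separate tables. A candidate explanation is that overlapping genes were merged into a single entry of the series table. Over 20 ncRNAs that overlap on the same strand a gene without an entry of its own, the median of the largest log2 difference between the tables was 1.12, against 0.67 over 199 others, above 100% of random lists. Gas5, 2410002F23Rik, 2900076A07Rik and Gm15832 are among the ncRNAs and genes with such an overlap. Whether the merged entry carries the reads of the overlapped genes cannot be told apart from other differences between the tables: of 22 ratios of these ncRNAs, 59.1% (38.7 to 76.7) lay nearer to the ratio of the overlapped genes than to the ncRNA's own. Snord47, inside Gas5, had an own FPKM of 0, 223 and 298 in the IgG libraries of Sham, AngII 4 h and AngII 24 h and of 1795, 587 and 0 in the anti-EZH2 libraries. No biological explanation was tested for a difference between tables of the same libraries.

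A change of the ratio after AngII can come from either antibody. If the IgG libraries alone made the changes from Sham, and sampling added none, nearly all of the summed squared log2 changes of the 126 ncRNAs would lie there. The share was 45.5% (37.8 to 54.0). From Sham to AngII 4 h it was 58.6% (45.3 to 69.7) and from Sham to AngII 24 h 37.8% (29.0 to 47.9), so that the IgG libraries held the larger part at AngII 4 h by its point value and the smaller part at AngII 24 h. The values thus changed in the libraries of both antibodies. Sampling of few reads in the anti-EZH2 libraries also lowers the share, so that the shares cannot decide whether the IgG libraries were the whole source otherwise. A contribution of the IgG libraries stays open, with sampling of few reads and the time after AngII also open.

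Hotair and H19, which the paper measured by real-time PCR, had the following RIP-seq values. In the separate tables Hotair had 0, 8 and 6 IgG reads and 12, 5 and 11 anti-EZH2 reads in Sham, AngII 4 h and AngII 24 h, with ratios of 0.411 (exact 95% interval 0.106 to 1.43) at AngII 4 h and 1.46 (0.496 to 4.82) at AngII 24 h. The ratio of H19 was 0.713, 0.00509 and 0.764 in the series table and 0.561, 0.319 and 0.389 in the separate tables.

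Among genes annotated as ncRNAs, the highest ratios of the series table in Sham were those of Gas5, 1500012F01Rik (236) and Cct6a (49.6). At AngII 4 h they were those of 2900076A07Rik and RP23-342M4.6 (21.8), and at AngII 24 h those of Gm15832 and RP23-33C9.1 (18.9). Cct6a is annotated as a processed transcript with up to 15 exons, and whether it encodes a protein was not checked. Among protein-coding genes with an IgG FPKM above 1, the highest were 262 (Rabggtb in Sham), 68.2 (Rpl7a at AngII 4 h) and 365 (Fam73b at AngII 24 h). Below that minimum, 2410002F23Rik was higher at AngII 4 h and AngII 24 h, from an IgG FPKM of 0.0942 and 0.242. For the genes above it, the separate tables gave 0.569 for Rabggtb and 1.2 for Fam73b. For the ncRNAs, the separate tables gave 0.135 for 1500012F01Rik and 0.452 for Cct6a in Sham, the opposite direction. They gave 7.58 for RP23-342M4.6 at AngII 4 h and 6.27 for RP23-33C9.1 at AngII 24 h.

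The mRNAs of the complex itself had series table ratios of 0.342, 1.36 and 0.867 for Ezh2, 1.63, 0.537 and 0.0390 for Eed, and 1.19, 0.883 and 0.517 for Suz12. Abundant transcripts had ratios of 0.985, 1.1 and 0.903 for Myh6, 0.998, 1.14 and 0.941 for Actc1, 0.990, 1.12 and 1.40 for Tnnt2, 1.16, 1.38 and 1.86 for mt-Co1, 0.897, 1.05 and 0.713 for Rn7sk and 0.973, 1.13 and 0.931 for Rmrp. These values depend on the table. The separate tables gave 0.160, 1.13 and 0.319 for Ezh2, 1.87, 0.446 and 0.0554 for Eed, and 0.790, 0.941 and 0.614 for Actc1.

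Of the hypertrophy genes, the series table FPKM of Nppa was 8.96, 3.47 and 3.35 in the IgG libraries of Sham, AngII 4 h and AngII 24 h and 5.42, 4.01 and 5.66 in the anti-EZH2 libraries, that of Nppb 9.41, 5.90 and 4.08 and 7.36, 7.38 and 7.32, that of Myh7 0.883, 0.555 and 3.69 and 2.62, 0.646 and 3.60, and that of Ankrd1 30.5, 22.8 and 42.2 and 27.7, 23.0 and 44.0. Acta1 was read from the separate tables, at 38.1, 54.4 and 35.2 and at 24.3, 54.8 and 13.6. These are FPKM after immune-precipitation, not input RNA. For the sex of the mice, Xist was listed at 0 in 5 libraries and at 0.0370 in Sham anti-EZH2, while Ddx3y lay between 0.688 and 2.04, Eif2s3y between 1.36 and 2.86, Kdm5d between 0.102 and 0.740 and Uty between 0.428 and 2.96.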
